# *SETD5* haploinsufficiency affects mitochondrial compartment in neural cells

**DOI:** 10.1186/s13229-023-00550-9

**Published:** 2023-06-01

**Authors:** Mattia Zaghi, Fabiana Longo, Luca Massimino, Alicia Rubio, Simone Bido, Pietro Giuseppe Mazzara, Edoardo Bellini, Federica Banfi, Paola Podini, Francesca Maltecca, Alessio Zippo, Vania Broccoli, Alessandro Sessa

## Abstract

**Background:**

Neurodevelopmental disorders (NDDs) are heterogeneous conditions due to alterations of a variety of molecular mechanisms and cell dysfunctions. *SETD5* haploinsufficiency leads to NDDs due to chromatin defects. Epigenetic basis of NDDs has been reported in an increasing number of cases while mitochondrial dysfunctions are more common within NDD patients than in the general population.

**Methods:**

We investigated in vitro neural stem cells as well as the brain of the *Setd5* haploinsufficiency mouse model interrogating its transcriptome, analyzing mitochondrial structure, biochemical composition, and dynamics, as well as mitochondrial functionality.

**Results:**

Mitochondrial impairment is facilitated by transcriptional aberrations originated by the decrease of the SETD5 enzyme. Low levels of SETD5 resulted in fragmented mitochondria, reduced mitochondrial membrane potential, and ATP production both in neural precursors and neurons. Mitochondria were also mislocalized in mutant neurons, with reduced organelles within neurites and synapses.

**Limitations:**

We found several defects in the mitochondrial compartment; however, we can only speculate about their position in the hierarchy of the pathological mechanisms at the basis of the disease.

**Conclusions:**

Our study explores the interplay between chromatin regulation and mitochondria functions as a possible important aspect of *SETD5*-associated NDD pathophysiology. Our data, if confirmed in patient context, suggest that the mitochondrial activity and dynamics may represent new therapeutic targets for disorders associated with the loss of SETD5.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13229-023-00550-9.

## Background

A functional mitochondrial compartment is mandatory to support proper cell physiology and metabolism. This is particularly true for highly metabolic-demanding cells such as neurons. Accordingly, impairments in mitochondrial biogenesis, turnover, and specific functions of the organelle, such as oxidative phosphorylation, calcium handling, and ATP production, are associated with several neurological disorders including Parkinson’s disease, ataxia, epilepsy, and others [1, 2]. Interestingly, mitochondrial dysfunctions have been observed in a slice of cases of neurodevelopmental disorders (NDD) [3–6], for example, the prevalence of mitochondrial disease in children affected by autism spectrum disorders (ASD) was at least 5%, much higher than in general population (0.01%) [7, 8]. However, the etiology and the actual impact of mitochondrial dysfunction in NDD are unclear and poorly investigated. NDDs represent a galaxy of heterogeneous diseases in which genetic causes, when either present or identified, rely mainly on genes encoding for synaptic components, epigenetic modifiers, and transcriptional regulators [9–11]. De novo and familiar mutations in the *SETD5* gene, eventually resulting in genetic haploinsufficiency, have been associated with NDD, specifically ASD and intellectual disability (ID) [10, 12–21]

*SETD5* codifies for a protein containing a SET (Su(var)3–9, Enhancer-of-zeste, Trithorax) domain, a member of the histone-modifying protein family [22]. The direct function of SETD5 as histone methyltransferase activity is debated [23–25]. SETD5 may interact with HDAC-containing complexes regulating access to chromatin [23, 26–28]. Experimental *Setd5* haploinsufficiency in neural stem cells (NSC) and mouse brain affects RNA polymerase elongation rate with consequent alterations on gene transcription at multiple levels including expression level and alternative splicing [29]. Phenotypically, low levels of the protein impact brain development dynamics, synaptic transmission, and potentiation as well as animal behavior possibly resembling what was observed in humans [23, 24, 26]

In this study, we investigated the affinity of SETD5 for mitochondrial-associated genes and identified impairment of mitochondrial compartment in different experimental models of *Setd5* gene loss including NSC and cerebral cortex. We report that a defect in the control of gene transcription leads to alterations in the maturation, dynamics, and functionality of mitochondria that possibly contribute to the etiology of *SETD5*-associated NDDs.

## Methods

### Neural stem cells culture

Neural stem cells (NSCs) were derived from Telencephalic cortex of embryos at 14.5 days of gestation. Embryonic cortices were dissociated, fragmented in Hank’s Balanced Salt Solution (HBSS, Life Technologies) with 1% Penicillin/Streptomycin (Sigma-Aldrich) and digested with papain (10 U/ml, Worthington Biochemical) and cysteine (1 mM, Sigma-Aldrich) in HBSS with 0.5 mM EDTA at 37 °C. The obtained NSCs were routinely cultured in suspension as neurospheres.

Cells were cultured in Neural inducing medium (NIM) composed of: DMEM/F12 (Sigma-Aldrich) supplemented with Hormon Mix (DMEM/F12, 0.6% Glucose (Sigma-Aldrich) (30%), Insulin (Sigma-Aldrich) 250 µg/ml, putrescin powder (Sigma-Aldrich) 97 µg/ml, apotransferrin powder (Sigma Aldrich), sodium selenite 0.3 µM, progesterone 0.2 µM), 1 mg/ml penicillin/streptomycin (Sigma-Aldrich), 2 mM glutamine (Sigma-Aldrich), 0.66% Glucose (30% in phosphate buffer salt (PBS) (Euroclone)), Heparin 4 µg/ml, 10 ng/ml bFGF (basic fibroblast growth factor) (ThermoFisher Scientific) and 10 ng/ml EGF (epithelial growth factor) (10 ng/ml) (ThermoFisher Scientific).

To culture NSCs in adhesion, cells were seeded in coverslips coated with 1:100 Matrigel.

For low oxygen culture condition, cells were maintained in an incubator with 5% oxygen concentration. For high oxygen culture, cells were cultured in an incubator with 21% oxygen concentration.

Mutant *Setd5*+*/*− NSCs were generated as previously explained using Crispr-Cas9 technology [24].

### Glucose-free NSCs culture

NSCs were cultured in normal NIM using DMEM without glucose (GIBCO) instead of normal DMEM. The media was supplemented with 25 mM galactose, Hormon Mix which contains glucose was replaced by N2 supplement, the rest of the ingredients remained the same of NIM.

### RNA extraction with RNAeasy mini kit and RNA sequencing of High oxygen NSCs

To perform RNA extraction, cells were seeded in adherent condition (see above) in 15 mm Petrie dish at approximately 60–70% of confluence and were grown until they reached almost 90% of confluence. Cells were then scraped and pelleted in cold (4 °C) and sterile PBS. RNA extraction was performed using RNAeasy mini kit (Qiagen).

Each sample was lysed using 600 µl of RLT buffer of RLT buffer and 1 volume of 70% ethanol was added and to the cell lysate. Then up to 700 µl of the sample, were transferred to an RNAeasy spin column placed in 2-ml collection tube and centrifuged for 15 s at 10,000 rpm and the flow trough was discarded. If the volume of the sample exceeded 700 µl the centrifuge is repeated a second time with the rest of the sample.

After this step, DNAse digestion is performed to eliminate DNA contaminants. First wash with 350 µl of RW1 is performed centrifuging at 10,000 rpm for 15 s, after the wash a mix compose of 10 µl of DNAse and 70 µl of buffer RDD are added to each column and incubation at room temperature for 15 min is performed, then after incubation another wash with 350 µl of RW1 is performed centrifuging at the same speed and time of the first wash. Buffer RPE (500 µl) is then added to the column and centrifuge for 15 s at 10,000 rpm, the flow through is then discarded. Another wash step with RPE is then performed, centrifuge step this time is for 2 min at the same speed. Then spin column is then placed on a new 2-ml collection tube and 1 min centrifuge at full speed is performed to eliminate RPE buffer carryover.

Finally, to elute the RNA a new 1.5-ml collection tube is positioned under the spin column, and 30 µl are gently posed on the filter and 1 min centrifuge is performed to elute the RNA.

An RNA sequencing (RNA-seq) with a coverage of 30 million reads (paired end) was performed on control samples and on mutant heterozygous *Setd5* clones. RNA was extracted as described below.

The sequencing was performed by the Centre for Translational Genomics and Bioinformatics at San Raffaele Hospital. Libraries have been prepared using Tru Seq RNA v2 kit (Illumina) starting from total RNA. Sequencing was performed using HiSeq 2500 (Illumina).

### RNA sequencing analysis

Fastq files, after adaptors trimming using Trimmomatic [30], were aligned to the 10-mm mouse reference genomes using Bowtie2 [31]. Differential gene expression and Functional enrichment analyses were performed with DESeq2 [32] and GSEA [33], respectively. Statistical and downstream bioinformatics analysis were performed within the R environment. RNA-seq of NSCs cultured in low oxygen condition was performed as described in our previous work [24].

The data were deposited in the NCBI Gene Expression Omnibus and are accessible through GSE103912 (NSCs low oxygen) and GSE222188 (NSCs high oxygen).

### RNA extraction with trizol

To perform RNA extraction, NSCs were firstly seeded in adherent condition using matrigel 1:100 in 6 wells at a density of at least 200,000 per well in NIM.

After 2–3 days, medium was removed, cells were washed once with PBS and were dissolved using 1 ml of Trizol (ThermoFisher Scientific) 5 min at room temperature, directly in the well. After dissolving, samples were collected in 1.5-ml tubes (Eppendorf) and 0.2 ml of chlorophorm were added, tubes were then shaken vigorously and then incubated 2–3 min at room temperature. Tubes were subsequently centrifuged at 13,000 rpm for 15 min at 4°. An aqueous phase appears at the top of the liquid volume, that is collected and transfer to a new tube, the rest is discarded.

To precipitate RNA Isopropyl alcohol is added, 0.5 ml per 1 ml of Tryzol, shake and incubated for 10 min at room temperature before centrifuge 10 min at 13,000 rpm at 4°. After this passage, a pellet is often visible, supernatant is removed and 1 ml of 75% ethanol per ml of Tryzol is added, then samples are vortexed and centrifuged at no more than 7500 rpm for 5 min at 4°. Finally, ethanol is removed, and RNA pellet is dried at room temperature, then a suitable volume of nuclease free water is added, and samples are posed at 55° for a maximum time of 10 min to allow complete resuspension of RNA.

### Retrotranscription and real-time quantitative PCR

RNA retrotranscription was performed using ImProm II reverse transcription kit (Promega).

Briefly, the reaction is divided in two parts. The first reaction is a denaturation step of a mix composed of 1 µg of RNA, random primers (0.5 μg/reaction) and water up to 5 μl, for 5′ at 70 °C. Then after chilling the first mix on ice for 5′, a second retronscription mix (4 μl of ImProm II 5 × buffer, 3.8 μl MgCl2 (final concentration 2.5 mM), 1 μl dNTP Mix (final concentration 0.5 mM each dNTP), 1 μl ImProm II reverse transcriptase, 5.2 of nuclease free water) is added to first mix, and then reverse transcription is performed with the following reaction profile:

1. 4° × 30″
2. 25° × 5′
3. 42 × 1 h
4. 70° × 15′
5. 16 × ∞

After c-DNA synthesis real-time quantitative PCR was performed (RT-qPCR) using CFX 96 Real-Time System (Biorad) thermocycler.

The real-time TITAN (Bioatlas) mix was composed as follows for each reaction samples:

- 2 μl of c-DNA
- 9.8 μl of H2O
- 3.2 μl of TITAN HotTaq EvaGreen qPCR Mix (Titan hotTaq DNA polymerase, 5 × qPCR buffer E, 12.5 mM MgCl2)

The amplification profile used was the following:

- 95° × 15′
- (95° × 15″, 60° × 20″, 72° × 20″) × 40
- 65°

RT-qPCR data were analyzed using CFX Manager software (Biorad) and the differential gene expression was calculated using the ∆∆ct methods. Used primers are listed in the Additional file 3: Table S3.

### Mitochondrial fragmentation analysis in NSCs

NSCs were plated on Matrigel-coated glass coverslips (13 mm) and were fixed for 20 min on ice in 4% paraformaldehyde (PFA, Sigma), solution in phosphate-buffered saline (PBS, Euroclone). Two washes were performed afterwards with PBS, cells were then permeabilized for 30 min in blocking solution, containing 0.1% Triton X-100 (Sigma-Aldrich) and 5% donkey serum (Sigma-Aldrich), and incubated overnight at 4 °C with antibody against transporter of outer mitochondrial membrane 20 (TOMM-20) diluted in blocking solution. The next day, cells were washed 3 times with PBS for 5 min and incubated for 1 h at room temperature with Hoechst 33,342 (ThermoFischer Scientific) and specific secondary antibodies (ThermoFisher Scientific) in blocking solution.

Images were acquired using confocal microscope (Leica Sp5). Fragmentation level was assessed based on circularity calculated using ImageJ plugin mitochondrial morphology (http://imagejdocu.tudor.lu/doku.php?id=plugin:morphology:mitochondrial_morphology_macro_plug-in:start).

### Electron microscopy

Transmission electron microscopy (TEM) was performed at Advanced Light and Electron Microscopy BioImaging Center (ALEMBIC) at San Raffaele Hospital. One NSC WT sample and one *Setd5* heterozygous NSCs sample were cultured in adherent condition in 10 mm Petrie dish till reaching 90% of confluence. Cells were then pelleted at 1200 rpm for 5′ and then included in TEM fixative solution for further analysis.

For adult mice, the brain of wild type and *Setd5*+*/*− were extracted from the skull after brief perfusion with Sodium Chloride 0.9% (S.A.L.F) and then included in TEM fixative solution for further analysis.

Major axis of mitochondria was measured using ImageJ software. Qualitative evaluation of mitochondria was performed manually on each image.

### Western blot

To perform Western Blot analysis cells were seeded in adherent condition in 15 mm Petrie dish till 90% of confluence. Cells were lysed in RIPA buffer (50 mM Tris–Hcl ph 7.4, 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 2% complete protease inhibitor cocktail (Roche), 10%complete phosphatase inhibitor cocktail) for 30 min at 4°. After the lysis samples were centrifuged at 13,000 rpm for 30 min and the supernatant was rescued. Protein samples were then quantified using BCA protein assay kit (ThermoFisher).

After quantification protein samples containing 30 µg of protein, sample buffer (Tris–Hcl ph 6.8 150 mM, glycerol 45%, SDS 7,50%, Bromophenol blue 0.08%) and H_2_O up to 24 µl each were prepared and boiled for 5 min at 95°.

Samples were loaded on poly-acrylamide gel and after proper run were transferred on nitrocellulose membranes for 90–120 min at constant intensity of 350 mA.

Blocking reaction was performed using 5% milk in PBS-T (PBS with 0.1% tween) for 1 h at room temperature. Incubation with primary antibody (Additional file 3: Table S3) was performed over/night at 4° in blocking solution at the proper dilution. The next day membranes were washed 3 times, for 15–20 min in PBS-T and incubation with secondary antibody (Additional file 3: Table S3) conjugated with horseradish peroxidase (HRP) was performed at the proper dilution in blocking solution for 1 h at room temperature.

Finally, to reveal the signal ECL prime kit (GE healthcare) has been used and images were acquired using a chemiluminescent reader.

Densitometry was calculated using ImageLab software (Biorad).

### MitoTracker Orange and MitoTracker Green FM cellular staining

NSCs were analyzed by fluorescence activating cell sorter (FACS) using LSRFortessa analyzer (BD Bioscience), using two different fluorescent dyes, MitoTracker^®^ Green FM (ThermoFisher) and MitoTracker^®^ Orange CMTMRos (ThermoFisher). The first one stains mitochondria regardless of the membrane potential, the second one stains mitochondria depending on the membrane potential (Fig. 2). Using both at the same time allows to determine if there is a difference in the membrane potential and in the total mitochondria mass in the whole cell population.

Cells were seeded at a density of approximately 500,000 cells per well in 6 wells in adherent condition the day before the analysis. The next day cells were stained with MitoTracker Green FM (stock 1 mM in DMSO) and MitoTracker Orange CMTMRos (stock 1 mM in DMSO) at a final concentration of 50 nM diluted in NIM in both cases. Each sample was single and double stained with both dyes.

### Measurement of membrane potential using TMRM

To perform live imaging on NSCs with TMRM, cells were seeded in adherent condition on glass coverslips at a density of 30,000 cells per well in 24 wells plate. The die was diluted at a final concentration of 250 nM and then cells were incubated at 37° for 10′ or 20′ before image acquisition.

To measure the maximum level of membrane potential cells were treated with complex V inhibitor oligomycin at concentration of 1 µM. To measure the background level of TMRM fluorescence, NSCs were treated with decoupling agent FCCP at concentration of 0.7 µM.

After incubation with the fluorescent dyes, coverslips were mounted on cover glasses using mounting medium, without performing fixation and images were immediately acquired using epifluorescence microscopy. Images were quantified and analyzed using ImageJ software, using gray scale to quantify the fluorescence intensity of the cells for TMRM.

### Cells ATP concentration analysis

Cellular ATP concentration was determined using ATP-Lite assay kit (Perkin-Elmer), an assay that use luminescence to determine cellular ATP concentration.

Cells were seeded in 96 wells plate coated with Matrigel 24 h before the experiment at a density of 30,000 cells per well. The next day cells were lysed using the Mammalian cells lysis solution provided by the kit, then the plate is shaken at 700 rpm for 5 min. The lysates are then transferred to a dark adapt plate and the substrate solution is added and the plate is shaken for 5 min avoiding light exposure, then after ten minutes the plate can be read using a luminometer.

### Lactate medium concentration determination

Lactate concentration in the medium were measured EnzyChrom™ L-Lactate Assay Kit. Cells were seeded in a Matrigel-coated 96 wells plate at a density of 30,000 cells per well. After 72 h 20 µl of medium are taken for each well and 80 µl (60 µl of assay buffer, 1 µl of Enzyme A, 1 µl of Enzyme B, 10 µl of NAD and 14 µl of MTT). Optical density (OD) is read at 565 nm at time 0 and at time 20, 20 min after adding the working solution. OD values obtained at time 0 are subtracted to time OD obtained at time 20 and it’s possible to calculate the lactate concentration building a standard curve using, the range of detection varies depending on the medium or samples that is measure. For cell cultured in phenol red containing media, the range of concentrations detectable spans from 0.1 to 1 mM.

### NAD/NADH cell concentration measurement

To quantify the total intracellular concentration of NAD/NADH, NSCs were seeded in a Matrigel-coated 96 wells plate at a density of 30,000 cells per well 24 h before the experiment.

The NAD/NADH-Glo™ Assay (Promega) kit was used according to the manufacturer’s instructions.

### Measurement of oxidative stress with DCF and DHE

To perform live imaging on NSCs with H2DCFDA and DHE, cells were seeded in adherent condition on glass coverslips at a density of 30,000 cells per well in 24 wells plate. Both dyes were diluted in PBS at a concentration of 10 µM for H2DCFDA and 3.2 µM for DHE, together with Hoechst to stain nuclei. NSCs were then incubated 15′ for H2DCFDA and for 10′ for DHE at 37°. After incubation with the fluorescent dyes, coverslips were mounted on cover glasses using mounting medium, without performing fixation and images were immediately acquired using epifluorescence microscopy. Images were quantified and analyzed using ImageJ software, using gray scale to quantify the fluorescence intensity of the cells for H2DCFDA, or the nuclei for DHE.

### Mitochondria analysis in cortical neurons using mito-dsRed

Cortical Neurons were obtained by dissecting telencephalic cortex of embryos, wild type and *Setd5*+*/*−, at day 17.5 post-conception from wild type and Setd5+*/*−. Briefly, after dissection, the cortex was digested 30′ with trypsin. After 3 washes with HBSS medium, the tissue was gently dissociated mechanically by using pipette, DNAse was added to avoid cell clumping and cells were centrifuged 5′ at 1200 rpm. Subsequently, cells were plated at density of 400,000 in an Ibidi, µ-Dish 35 mm, high chamber for live imaging coated the day before with poly-L lysine. The next day cells were infected with CMV-mito-dsRed lentivirus. After 7 days in culture, live imaging was performed using the in vivo imaging setup of Leica sp8 confocal microscope.

For Mdvi-1 rescue experiment, the compound was resuspended in DMSO as vehicle and added directly to the culture media at final concentration of 25 um the day after plating. The treatment was maintained throughout the whole culture period before performing image acquisition.

Mitochondrial fragmentation level was assessed based on circularity calculated using ImageJ plugin mitochondrial morphology (http://imagejdocu.tudor.lu/doku.php?id=plugin:morphology:mitochondrial_morphology_macro_plug-in:start). Other measures were performed using image J software.

### In vivo ATP quantification

Mitochondria were isolated as previously published [34, 35], from the cortex of 3 month old wild-type and Setd5+*/*− mice. In brief, mice cortex was homogenized in an appropriate isotonic buffer [0.25 m sucrose, 20 mm 3-(*N*-morpholino) propane sulfonic acid (MOPS), pH 7.2, 1 mm EDTA, 0.1% BSA fatty acid free and digitonin 0.1 mg/ml] using a glass-Teflon homogenizer. Cell debris and nuclei were pelleted twice by centrifugation at 2500 g for 10 min at 4 °C. Supernatants were centrifuged at 12,500 g for 30 min at 4 °C and the mitochondrial pellet was resuspended in an isotonic buffer (0.5 m sucrose, 20 mm MOPS, pH 7.2, 1 mm EDTA). Isolated mitochondria were incubated at 37 °C for 30 min in a respiratory buffer (0.25 m sucrose, 20 mm MOPS, 1 mm EDTA, 5 mm inorganic phosphate, 0.1% BSA fatty acid free, and 1 mm ADP, pH 7.4) containing specific substrates of the respiratory chain complexes. By providing pyruvate/malate (5 and 1 mm, respectively) and glutamate/malate (5 and 1 mm, respectively), we stimulated ATP synthesis. ATP production was measured by luminometric assay.

### Synaptosomes preparation

Synaptosomes were isolated from cortical brain tissue of *Setd5*^+/+^ and *Setd5*^+/−^ by using the Syn-PER reagent (Thermo Fisher). Briefly, the cortical tissue was isolated and disaggregated into a glass Dounce homogenizer filled up with 4 mL of Syn-PER reagent. After 15 gently strokes, the homogenate was poured in a 15 mL falcon and centrifuged at 1200× *g* for 10 m at 4 °C. The supernatant was then centrifuged at 15,000× *g* for 20 m at 4 °C. The pellet containing the purified synaptosome fraction was weighted for subsequent treatments.

### Statistical analysis

All statistical analyses were performed using *GraphPad PRISM 8.0.2* software, calculating for each sample the arithmetic mean and error, calculated as standard error mean (SEM). In experiments with only two test items (TI), statistical significance was calculated using unpaired T-Test or Mann–Whitney test were indicated.

In experiments with more than two TI, one-way analysis of variance (ANOVA) and Dunn multiple comparison test was performed to determine the statistical significance of the experiments.

In experiments with more than one factor analyze and more than two TI, two-way analysis of variance (ANOVA) and Sidak, Bonferroni or Tuckey multiple comparison test was performed to determine the statistical significance of the experiments.

## Results

### SETD5 controls the transcription of nuclear-encoded mitochondrial genes

Murine *Setd5* haploinsufficient neural stem cells (NSCs) normally cultured at 5% O_2_, to respect the condition found in the embryo and stem cells niches, showed wide downregulation of mitochondrial-associated genes as well as the increase of response of hypoxia including glycolysis by RNA-seq (Additional file 1: Table S1, Additional file 4: Fig. S1A, B) [24]. 

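NSCs of WT and Setd5+/− genotype grown at 21% O2 were profiled by RNA-seq. These were primary neural stem cells from the embryonic mouse cortex, kept as adherent cultures, and the mutation had been introduced by CRISPR-Cas9. Total RNA was turned into libraries with a TruSeq RNA kit and sequenced from both ends. The sample labels list 3 samples of each genotype. The authors trimmed adaptors with Trimmomatic, aligned the reads with Bowtie2 to the mouse genome (mm10) and tested genes with DESeq2. They deposited one table of normalized counts, in which the reads counted on each gene are divided by a size factor for each sample. It lists 53110 genes by symbol and Ensembl identifier, of which 672 carry no values and 26797 have a value above 0 in at least 1 sample.

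Many values of the deposited table had lost or moved their decimal point. The points were restored from the normalized counts that 1 read is worth in each sample. After this, the deposited mean of each of 52438 genes equalled the mean of its 6 restored values. In 1116 genes that deposited mean was itself used to place a point. The 1999 genes of Table S1 held here, out of the 53110 that the sheet lists, had the restored values in all 6 samples.

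The reads counted on genes were 10004948, 9995980 and 10003706 in the WT samples and 7146090, 7146147 and 7143309 in the Setd5+/− samples. Added up, they came to 30004634 in WT and 21435546 in Setd5+/−, and the paper's methods give a coverage of 30 M reads. All values given here rest on the counted reads. Within a genotype the 3 samples differed by less than the sampling noise. The chi-square of their read pairs, per degree of freedom, lay between 0.956 and 0.980 in the 6 comparisons within a genotype and between 31.95 and 32.11 in the 9 comparisons between genotypes. The sample names in the deposited table also show the same index and lane for the 3 samples of a genotype. Each set of 3 was therefore counted as 1 sample, the parts of a single library, and n is 1 per genotype. The mutant samples carry the name of clone A3 there, whereas the clones named in the paper's text are B4, C5 and D3. Genotype, clone, library, index and lane cannot be told apart with these samples, and no difference between genotypes has a replicate check.

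Expression was compared on the scale of log2(normalized count + 1), over the 16266 genes with a mean of at least 10 normalized counts. For genes with low counts the change fitted on this scale can be too small or too large. Genes were tested with limma and Benjamini-Hochberg adjustment. Because the 3 values per genotype are parts of one library, this test compares the reads of the 2 libraries, not the genotypes. The 95% intervals given for single genes cover counting error only, with the variance set at 1.94 times the mean because both reads of a pair were counted. For a list of genes, the median log2 fold change of its members was set against 10000 random lists of the same size matched on mean expression. Positions are those of GRCm38, the build also called mm10.

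**Figure D1:**
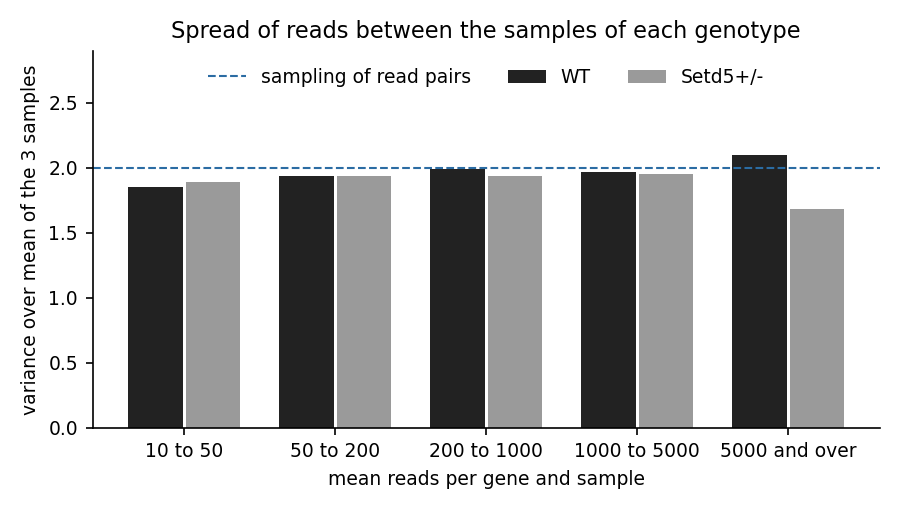
Variance over mean of the reads of each gene among the 3 samples of a genotype (vertical axis, averaged over genes), by the mean reads per gene and sample (horizontal axis), with WT in black and Setd5+/− in gray. The bars lie between 1.68 and 2.1, near the dashed line at 2 that random sampling of read pairs gives.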

We reasoned that culturing the NSCs upon ambient air condition (21% O_2_) possibly uncover mitochondrial impairment in Setd5 haploinsufficiency (Additional file 4: Fig. S1C). 

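Setd5 (ENSMUSG00000034269) lies on chromosome 6 from 113077365 to 113153435. Its normalized counts were 2676 in WT and 2065 in Setd5+/− NSCs, a log2 fold change of −0.37 (95% counting interval −0.44 to −0.30). With each of the 6 samples left out in turn it stayed between −0.42 and −0.34, the widest range that any alternative gave.

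At an adjusted p-value under 0.05 from limma with Benjamini-Hochberg adjustment, 9963 of the 16266 genes differed between the libraries. Of these, 4935 were higher and 5028 lower in Setd5+/− NSCs. The alternative that moved this count most was to require also an absolute log2 fold change of at least 1, which left 2696 genes, 1668 higher and 1028 lower. In the authors' deposited table, 9888 of the 21542 genes with an adjusted p-value were past the same threshold.

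The paper's GO_MITOCHONDRION list (Table S2) names 1633 genes, of which 1441 were found in the table by symbol and 1275 passed the filter on low counts. Their median log2 fold change was −0.15 (95% bootstrap interval over genes −0.19 to −0.11), and 0 of the 10000 random lists had a median as low. With the libraries scaled to the upper quartile the median was −0.19, the largest move among the alternatives set in advance. Among the members, 801 were lower and 474 higher in Setd5+/− NSCs. Past the threshold were 565 lower and 305 higher genes, and 568 and 309 when adjusted over the list alone. The 81 members on chromosome 1, a chromosome whose genes were higher as a whole in the mutant library, had a median of 0.47.

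The nuclear-encoded genes of oxidative phosphorylation (OXPHOS) fell further than the whole list. The median over the 81 tested genes was −0.58 (−0.64 to −0.46), reached by 0 of the 10000 random lists, with 73 genes lower and 8 higher. Of these, 60 were lower and 5 higher past the threshold, and 61 and 5 when adjusted over the list alone. Mitochondrial ribosomal protein genes had a median of −0.26 (−0.36 to −0.20) over 76 genes, a value that 5 of the 10000 random lists reached. Past the threshold 42 of them were lower and 7 higher, over all genes as over the list alone. The 11 tested protein-coding genes of the mitochondrial genome did not share the fall. Their median was 0.07 (−0.02 to 0.12), with 7489 of the 10000 random lists at or below it. It was −0.02 without WT replicate 2 and also without WT replicate 3. Among the 11 genes, mt-Atp6, mt-Atp8, mt-Co2 and mt-Co3 had only 116, 132, 58 and 36 reads in WT. Over the 7 genes with a mean of at least 50 normalized counts the median was also 0.07. Of the 11 genes 2 were lower and 4 higher past the threshold, and as many when adjusted over the list alone. As a comparison outside mitochondria, the 77 tested genes of cytosolic ribosomal proteins had a median of −0.46 (−0.60 to −0.32), also reached by 0 of the 10000 random lists, with 38 lower and 3 higher past the threshold and 37 and 3 when adjusted over the list alone. Of these 77 genes, 56 have a near-identical processed pseudogene that could take up their reads, and the other 21 had a median of −0.48. The comparison with NSCs grown at low oxygen was not analysed here.

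**Figure D2:**
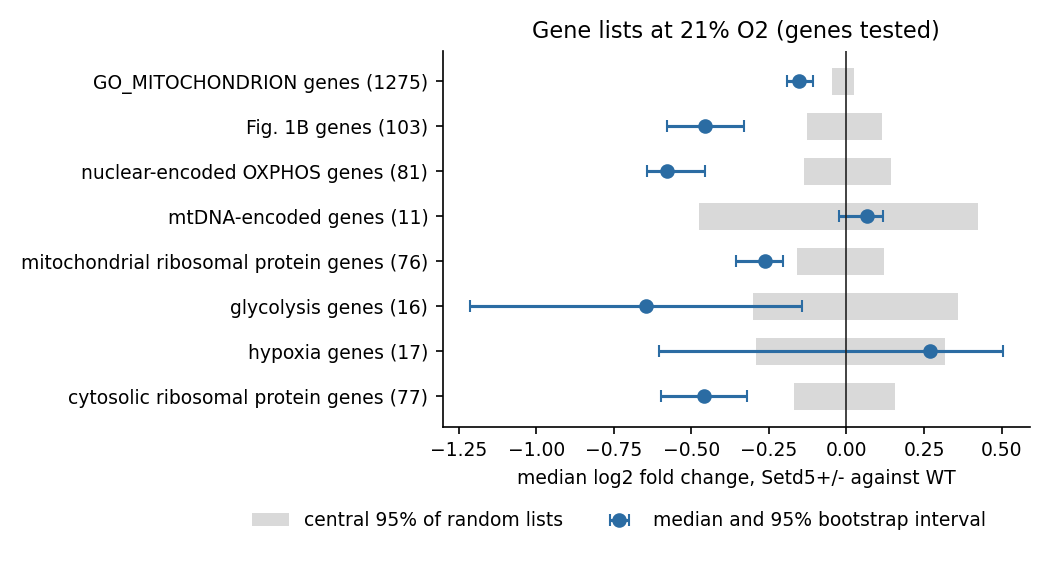
Median log2 fold change of each gene list in Setd5+/− against WT NSCs (points, with 95% bootstrap intervals over genes) beside the central 95% of the medians of 10000 random lists matched on expression (gray bars). The medians of the GO_MITOCHONDRION, Fig. 1B, OXPHOS, mitochondrial ribosomal, glycolysis and cytosolic ribosomal lists lie to the left of their gray bars, and those of the mtDNA-encoded and hypoxia lists lie inside.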

We found that high oxygen further exacerbated the deregulation of the mitochondrial gene subset (Fig. 1A, Additional file 1: Table S1, Additional file 4: Fig. S1D, E) being the mutant cells unable to properly react to the oxygen increase, at least at the transcriptional level (Fig. 1B). Interestingly, ~ 30% of the mitochondrial-associated genes were among the SETD5 target genes identified by ChIP-seq in the same cells (Fig. 1C, Additional file 2: Table S2) [24]. Of note, the SETD5 binding on gene bodies was particularly relevant on mitochondrial genes compared to both all genes and a random subset of the same size as indicated by the density plot (Fig. 1D, Additional file 2: Table S2). In accordance with the showed SETD5 binding preference, the mitochondrial subset encloses genes that are both rich in exons, highly expressed and long, features that emerged as correlated with a high probability of SETD5 genomic association (Fig. 1E) [24].

**Fig. 1:**
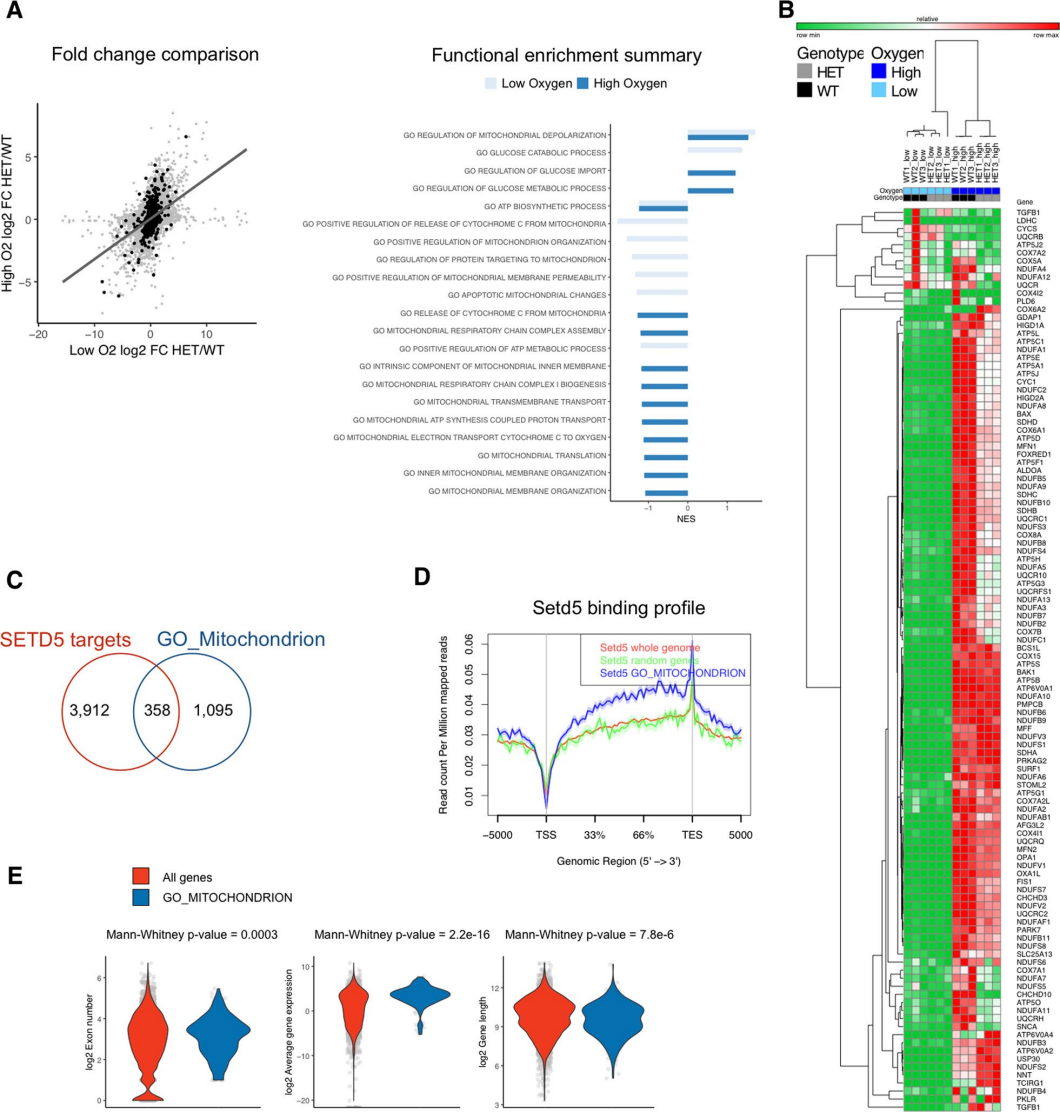
Transcriptional impairment of mitochondrial genes in *Setd5*^+/−^ NSCs. **A** Left, scatter plot showing the comparison of gene transcription fold change (by RNA-seq) between *Setd5*^+/−^ (HET) and control (WT) NSCs cultured at low (5%) and high oxygen (21%) level. Black dots represent mitochondrial genes (belonging to relevant Gene Ontology categories), while gray ones are unrelated genes. Functional enrichment results of differentially regulated genes between HET and WT NSCs in either low (light blue) and high oxygen (blue) condition. Gene Ontology categories related to mitochondrial function and glycolytic pathways are shown. NES, normalized enrichment score. **B** Heatmap showing mitochondrial-related gene expression in HET (gray) and WT (black) NSCs in either low (light blue) and high oxygen (blue) condition. **C** Venn diagram showing the overlap between SETD5 target as previously identified (Sessa et al. 2019) and mitochondrial genes. **D** Density plot for SETD5 ChIP-seq signals on the gene bodies (± 5 Kb) on either all genes (red track), or mitochondrial genes only (blue), or a randomly chosen gene set of the same size (green). **E** Violin plots showing the comparison between all (red) and mitochondrial genes (blue) of exon number, average gene expression and gene length. The mean value plus/minus the standard deviation is plotted in the violin plot. Statistics, Mann–Whitney test

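The heatmap of Fig. 1B names 111 genes, of which 110 were in the deposited table and 103 passed the filter on low counts. In Setd5+/− NSCs at 21% O2, 87 of the 103 were lower and 16 higher than in WT. Their median log2 fold change was −0.46 (95% bootstrap interval over genes −0.58 to −0.33), and 0 of the 10000 random lists matched on expression had a median as low. Past an adjusted p-value of 0.05 (limma, Benjamini-Hochberg) were 70 lower and 10 higher genes. When adjusted over the list alone, 71 were lower and 10 higher, which is not independent evidence because the heatmap was drawn by the study from these same samples.

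The member with the largest fall was Chchd10 (ENSMUSG00000049422), on chromosome 10 from 75933130 to 75937747. It had 78.7 normalized counts in WT and 5.16 in Setd5+/− NSCs, a log2 fold change of −3.87 (95% counting interval −4.98 to −2.75). The largest rise was that of Cox6a2 (ENSMUSG00000030785), on chromosome 7 from 128205435 to 128206387, with 2.21 normalized counts in WT and 64.3 in Setd5+/− NSCs and a log2 fold change of 4.38 (2.96 to 5.81). The 8 tested genes of the heatmap that lie on chromosome 1 had a median of 0.03, and the 95 genes of other chromosomes had a median of −0.49. Near-identical processed pseudogenes exist for 13 of the 103 genes, and the 90 genes without one had a median of −0.49.

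**Figure D3:**
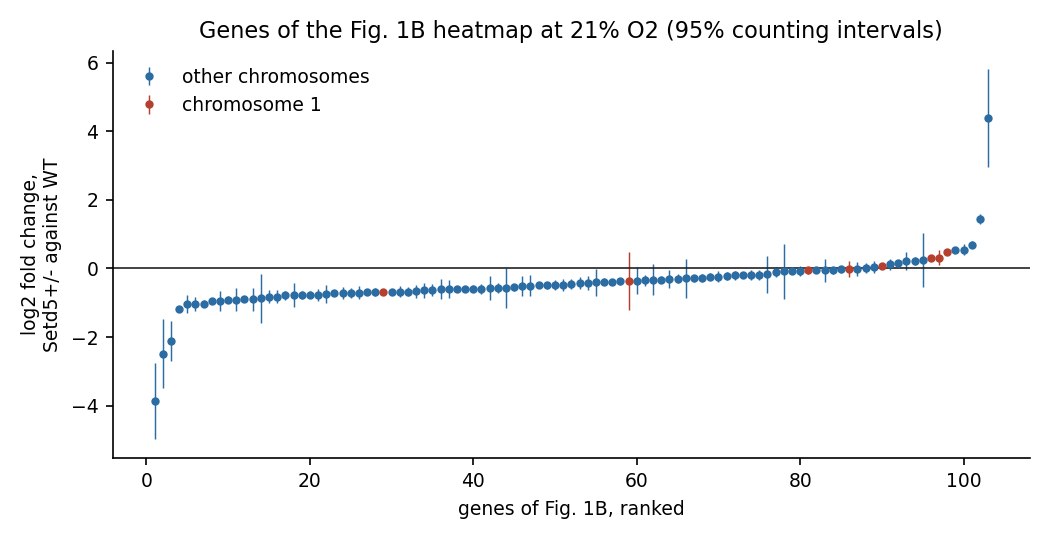
Log2 fold change in Setd5+/− against WT NSCs (vertical axis, with 95% counting intervals) of the 103 tested genes of Fig. 1B, ranked from lowest to highest (horizontal axis), with genes of chromosome 1 in red. Most genes lie below 0, and 4 of the 8 genes of chromosome 1 lie above it.

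From the larger change of mitochondrial genes at high than at low oxygen and from the levels of these genes in the heatmap, the paper concludes that high oxygen worsened their deregulation and that mutant cells could not respond properly to more oxygen at the transcriptional level. The samples at low oxygen, which this reasoning also needs, were not analysed here.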

Together these observations highlight the importance of correct levels of SETD5 to promote the transcription of mitochondrial-associated genes especially when those genes are specifically required, i.e., in response to high O_2_ tension.

### *Setd5* haploinsufficient NSCs show impaired mitochondria

Since the observed transcriptional deregulation, we investigated the mitochondrial compartment in both wild-type (WT) and *Setd5* mutant NSCs upon high O_2_ levels. Initially, we evaluated the fusion/fission dynamic through both immunocytochemistry and electron microscopy. TOMM20 immunostaining indicated that mitochondria in *Setd5* mutant NSCs were more fragmented compared to the WT (Fig. 2A) while transmission electron microscopy confirmed the smaller size of mitochondria and showed the altered ultrastructural morphology with a high number of organelles with aberrant cristae structure (Fig. 2B). 

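All of Mfn1, Opa1, Ppargc1a (which encodes PGC1α) and Polg had lower normalized counts in the Setd5+/− library than in the WT library at 21% O2. Mfn1 (ENSMUSG00000027668), which encodes a protein of mitochondrial fusion, lies on chromosome 3 from 32529465 to 32579239. It had 1597 normalized counts in WT and 967 in Setd5+/− NSCs, a log2 fold change of −0.72 (95% counting interval −0.82 to −0.63). For Opa1 (ENSMUSG00000038084), on chromosome 16 from 29579334 to 29654884, the counts were 1108 and 932 and the log2 fold change was −0.25 (−0.35 to −0.15), the smallest of the 4. The counts of Ppargc1a (ENSMUSG00000029167), on chromosome 5 from 51454250 to 51567726, were 758 in WT and 459 in Setd5+/− NSCs, with a log2 fold change of −0.72 (−0.86 to −0.58). Polg (ENSMUSG00000039176), which encodes the mitochondrial DNA polymerase and lies on chromosome 7 from 79446231 to 79466362, changed most, from 3980 to 1931 normalized counts with a log2 fold change of −1.04 (−1.11 to −0.98). In each of the 4 genes the 3 WT values lay above the 3 Setd5+/− values, but these are parts of one library per genotype and give no biological error. All 4 were past an adjusted p-value of 0.05 (limma, Benjamini-Hochberg), which compares the reads of the 2 libraries. No near-identical processed pseudogene was found for any of them.

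**Figure D4:**
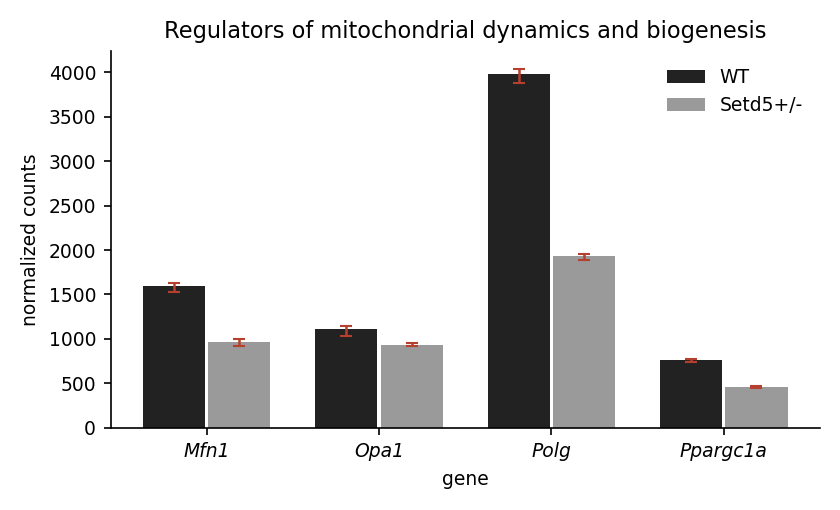
Normalized counts (vertical axis) of Mfn1, Opa1, Polg and Ppargc1a in WT (black) and Setd5+/− (gray) NSCs, where bars are the means of the 3 values of each library and red bars span the lowest to the highest of them. The ranges of the genotypes do not overlap in any of the 4 genes.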

Interestingly, among genes downregulated in our RNA-seq dataset, we found genes encoding for important regulators of mitochondrial dynamics (*Mfn1* and *Opa1*) and biogenesis (*Pgc1α*,* Polg*) that indeed were decreased in mutant cells compared to the WT (Additional files 4, 5: Figs. S1C, E, S2A).

**Fig. 2:**
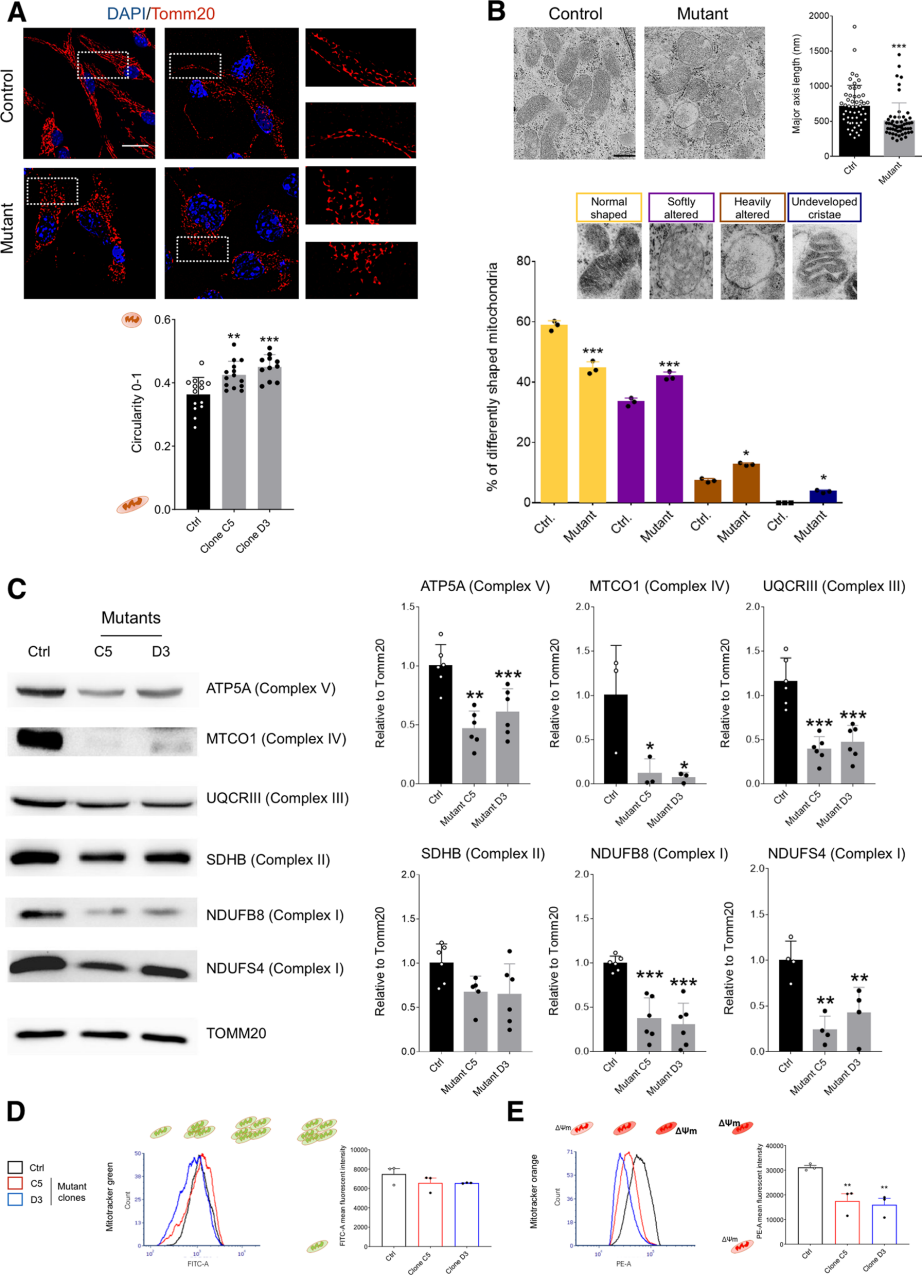
Mitochondrial damage in *Setd5*^+/−^ NSCs. **A** Control and mutant NSCs (two different clones, C5 and D3) immuno-stained with TOMM-20 mitochondrial marker. Nuclei are stained with Hoechst 33,342. dashed rectangles identify the magnification shown on the right (scale bar = 10 micron). The level of circularity, as calculated by ImageJ macro (see methods) between 0–1 is shown. Statistics, one-way ANOVA (*P* = 0.0001), multiple comparison Dunnet test (Ctrl vs. Clone C5, *P* = 0.0023; Ctrl vs. Clone D3, *P* < 0.0001) **B** Top, ultrastructural analysis by transmission electronic microscopy (TEM) of mitochondria in *Setd5*^+/−^ (Mutant) and control (WT) NSCs (scale bar = 500 nm). Quantification of the mitochondria major axis length is shown on the right. Statistics, Mann–Whitney test (*P* < 0.0001). Bottom, quantification of the different kind of mitochondria retrieved as indicated. Statistics, one-way ANOVA (*P* = 0.0001), multiple comparison Tuckey test (Ctrl vs. Mutant, *P* < 0.0001; Ctrl vs. Mutant, *P* < 0.0001; Ctrl. vs. Mutant, *P* = 0.0325; Ctrl vs. Mutant, *P* = 0.0257). **C** Western blot analysis on whole protein lysate from control and *Setd5*^+/−^ NSCs (two different clones, C5 and D3) for the indicated mitochondrial protein, normalized on total Tomm-20 level. Relative quantification on the right. Statistics; NDUFS4 (Complex I) one-way ANOVA (*P* = 0.0002), multiple comparison Dunnet test (Ctrl vs. Clone C5, *P* = 0.0006; Ctrl vs. Clone D3, *P* < 0.0002); NDUFB8 (Complex I), one-way ANOVA (*P* = 0.0002), multiple comparison Dunnet test (Ctrl vs. Clone C5, *P* = 0.0006; Ctrl vs. Clone D3, *P* < 0.0002); SDHB (Complex II), one-way ANOVA (*P* = 0.0672), multiple comparison Dunnet test (Ctrl vs. Clone C5, *P* = 0.1025; Ctrl vs. Clone D3, *P* = 0.0647); UQCRIII (Complex III), one-way ANOVA (*P* < 0.0001), multiple comparison Dunnet test (Ctrl vs. Clone C5, *P* < 0.0001; Ctrl vs. Clone D3, *P* < 0.0001); MTCO1 (Complex IV), one-way ANOVA (*P* = 0.0265) multiple comparison Dunnet test (Ctrl vs. Clone C5, *P* < 0.0338; Ctrl vs. Clone D3, *P* < 0.0278); ATP5A (Complex V) ANOVA (*P* = 0.0003) multiple comparison Dunnet test (Ctrl vs. Clone C5, *P* = 0.0002; Ctrl vs. Clone D3, *P* = 0.0032). **D**, **E** Both control and mutant NSCs (three different clones, B4, C5, and D3) were treated with cell-permeant fluorescent dyes that are either insensitive (Mitotracker green, **D**) or sensitive (Mitotracker orange, **E**) to mitochondrial membrane potential. Flow cytometry analysis estimate either mitochondrial mass using mitotracker green (**D**) or mitochondrial potential with the orange (**E**). Mitotracker Green. Statistics, one-way ANOVA (*P* = 0.3081), multiple comparison Dunnet (Ctrl vs. Clone C5, *P* = 0.3142; Ctrl vs. Clone D3, *P* < 0.3051). Mitotracker Orange. Statistics, one-way ANOVA (*P* = 0.0068), multiple comparison Dunnet (Ctrl vs. Clone C5, *P* = 0.0100; Ctrl vs. Clone D3, *P* < 0.0067. All Data are presented as mean values+*/*− SEM

Then, we evaluated the amount of several mitochondrial proteins as a proxy of the complexes of oxidative phosphorylation (OXPHOS), also known as the electron transport chain, which is the biochemical core of the mitochondrial functionality. In line with our transcriptional (Fig. 1) and structural data (Fig. 2A, B), *Setd5* mutant mitochondria were deficient in many protein subunits of the different complexes (Fig. 2C). Since the OXPHOS complexes I, II, and IV are proton pumps, we sought defects in the generation of mitochondrial membrane potential (ΔΨm) in mutant cells. Using cell-permeant fluorescent dyes that are either insensitive (Mitotracker green) or sensitive (Mitotracker orange and TMRM) to mitochondrial membrane potential we showed, as expected, lower ΔΨm in *Setd5* mutant cells compared to control despite the total mitochondrial masses were equal (Fig. 2D, E, Additional file 5: Fig. S2B). Mitochondrial membrane potential (measured as Tetramethylrhodamine, Methyl Ester, Perchlorate (TMRM) signal) was then challenged by adding to the medium chemical compounds to induce either hyper- (using oligomycin) or de-polarization (carbonylcyanide-p-trifluoromethoxyphenylhydrazone (FCCP)) [36]. Interestingly, the mutant cells were not able to properly increase their potential, having only a mild response to oligomycin while the uncoupling between the respiratory chain and phosphorylation system due to FCCP was effective (Fig. 3A, Additional file 6: Fig. S3A). Low ΔΨm and blunt reaction to the hyperpolarizing agent would suggest an impairment to generate ATP by OXPHOS. We measured a decrease in total ATP content in mutant cells compared to the control, supporting an energetic defect due to *Setd5* haploinsufficiency (Fig. 3B). Accordingly, the levels of nicotinamide adenine dinucleotide (NAD) were decreased (Fig. 3C). However, the mitochondria of mutated cells seemed not to experience electron leakiness since the evaluation of reactive oxygen species (ROS) resulted in diminished in the mutant cells (Additional file 6: Fig. S3B, C).

**Fig. 3:**
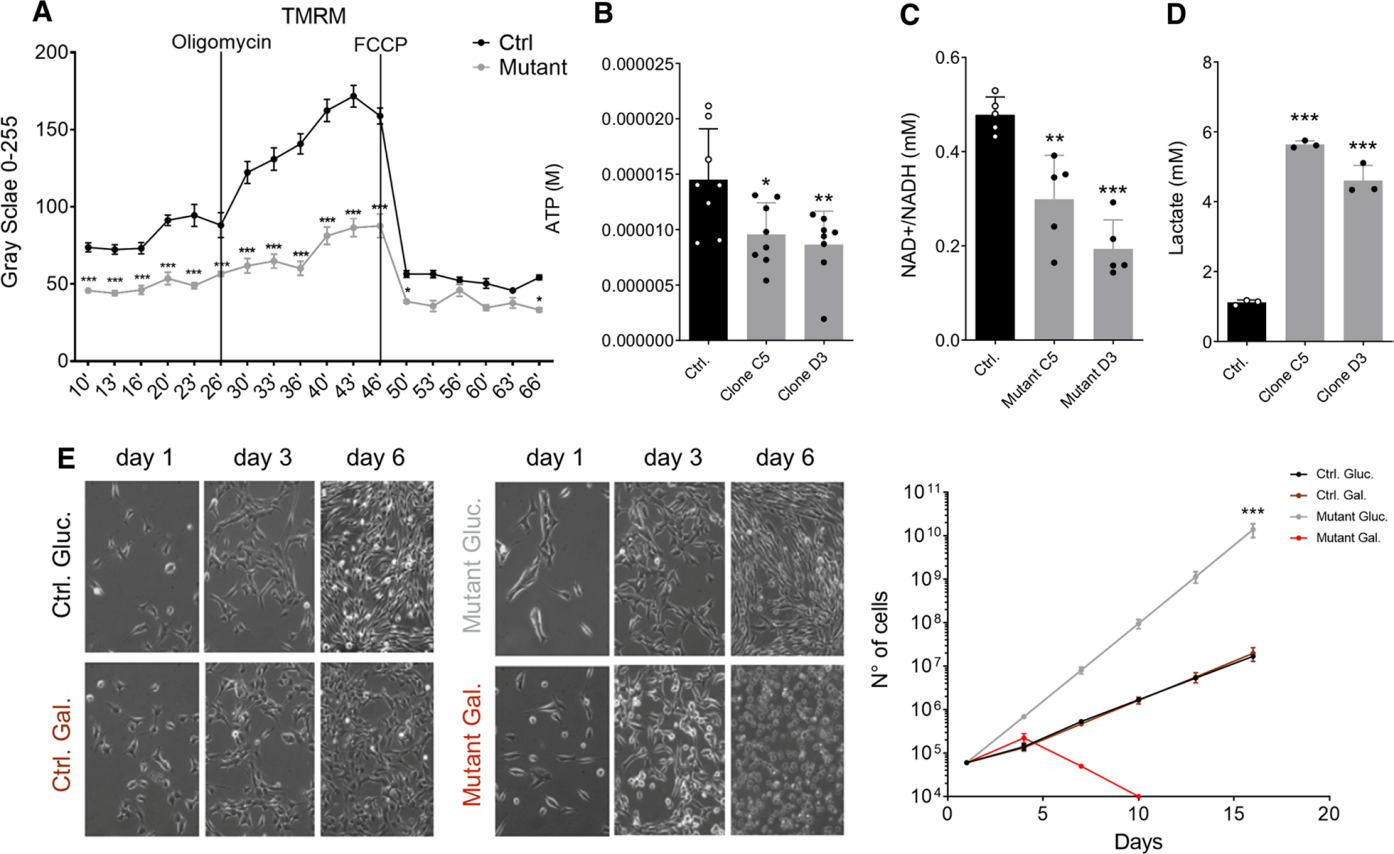
Impaired mitochondrial functionality in *Setd5*^±^ NSCs. **A** Live imaging quantification of TMRM signals in both control and mutant NSCs during the time course of the experiment. Oligomycin and FCCP drugs were added at the indicated time points. Statistics, two-way ANOVA (*P* < 0.0001, for time, interaction and column factor), multiple comparison Bonferroni (Ctrl vs. Mut, 10′, *P* = 0.0003; 13, *P* = 0.0002; 16′, *P* = 0.0006; 20′, *P* < 0.0001; 23′, *P* < 0.0001; 26′, *P* < 0.0001; 30′, *P* < 0.0001; 33′, *P* < 0.0001; 36′, *P* < 0.0001; 40′, *P* < 0.0001; 46′, *P* < 0.0001; 50′, *P* = 0.1020; 53′, *P* = 0.0240; 56′, *P* > 0.9999; 60′, *P* = 0.2509; 63′, *P* > 0.9999; 66′, *P* = 0.0201) **B**–**D** Quantification by fluorescence of the ATP content (**B**), NAD + /NADH (**C**), and lactate (**D**) content in culture of both control and *Setd5*^+/−^ NSCs (two different clones, C5 and D3). Statistics, ATP, one-way ANOVA (*P* = 0.077), multiple comparison Dunnet test (Ctrl vs. Clone C5, *P* = 0.0221; Ctrl vs. Clone D3, *P* = 0.0069). NAD/NADH**,** one-way ANOVA (*P* < 0.0001), multiple comparison Dunnet test (Ctrl vs. Clone C5, *P* = 0.0025; Ctrl vs. Clone D3, *P* < 0.0001). Lactate, one-way ANOVA (*P* < 0.0001), multiple comparison Dunnet test (Ctrl vs. Clone C5, *P* < 0.0001; Ctrl vs. Clone D3, *P* < 0.0001). **E** Bright-field images and growth curves of both control and mutant NSCs cultured either in presence of glucose in the media or without glucose and in presence of galactose as carbon source. Statistics, two-way ANOVA (interaction, *P* < 0.0001, time, *P* < 0.0001, column factor, *P* = 0.0069), multiple comparison Tuckey test (all non-significant, except, Ctrl. Gluc. vs. Mutant Gluc., *P* < 0.0001; Ctrl. Gal. vs. Mutant Gluc., *P* < 0.0001; Mutant Gluc. vs. Mutant Gal., *P* < 0.0001). All Data are presented as mean values+*/*− SEM

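Of 17 glycolysis genes, from hexokinase to lactate dehydrogenase, 16 passed the filter on low counts in NSCs at 21% O2. In Setd5+/− against WT NSCs 13 were lower and 3 higher, with a median log2 fold change of −0.65 (95% bootstrap interval over genes −1.22 to −0.14), and 0 of the 10000 random lists matched on expression had a median as low. Past an adjusted p-value of 0.05 (limma, Benjamini-Hochberg) were 11 lower and 3 higher genes, and as many when adjusted over the list alone. This fall was not seen across all members. Near-identical processed pseudogenes, with which reads can be shared, exist for 8 of the 16 genes, and their median was −1.07. The 8 genes without one had a median of −0.10, with 2911 of the 10000 random lists at or below it. Apart from enolase, the genes with a pseudogene encode other enzymes than those without, so pseudogene and enzyme cannot be told apart here.

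Ldhb (ENSMUSG00000030246), on chromosome 6 from 142490249 to 142507957, fell most, from 217.6 to 76.6 normalized counts and with a log2 fold change of −1.52 (95% counting interval −1.84 to −1.21). It has 1 near-identical pseudogene. Pfkp (ENSMUSG00000021196), on chromosome 13 from 6579768 to 6648777, rose most, from 146.9 to 321.3 normalized counts and with a log2 fold change of 1.12 (0.90 to 1.34), and has none.

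Of 20 genes induced by hypoxia, 17 were tested. Among these, 12 were higher and 5 lower in Setd5+/− NSCs, and their median log2 fold change of 0.27 (95% bootstrap interval −0.60 to 0.50) lay inside the central 95% of the random lists, with 9576 of the 10000 at or below it. Past the threshold were 9 higher and 5 lower genes, and as many when adjusted over the list alone. Ndrg1 (ENSMUSG00000005125), on chromosome 15 from 66929318 to 66969640, rose most. It had 2 reads in the WT library and 228.3 normalized counts in the Setd5+/− library, and was at least 87.2-fold higher when its WT level is set at the most that 2 reads allow. Pdk1 (ENSMUSG00000006494), on chromosome 2 from 71873224 to 71903858, fell most, from 279.9 to 100.9 normalized counts and with a log2 fold change of −1.47 (−1.74 to −1.19).

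**Figure D5:**
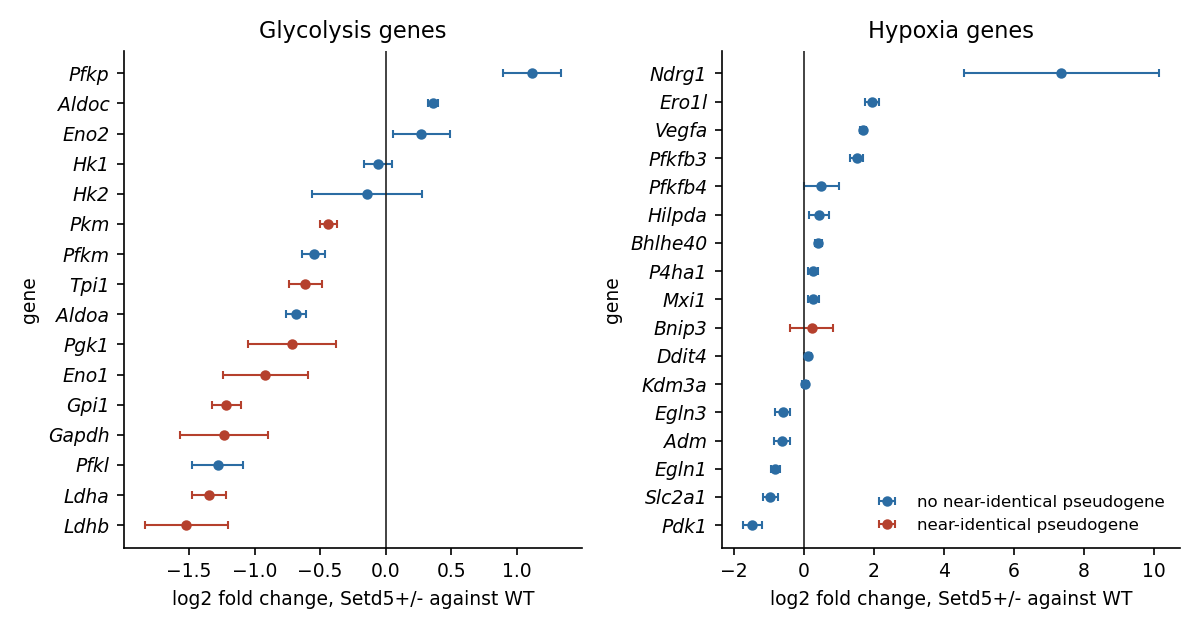
Log2 fold change in Setd5+/− against WT NSCs (horizontal axes, with 95% counting intervals) of the tested glycolysis and hypoxia genes (vertical axes), with genes that have a near-identical pseudogene in red. Of the 16 glycolysis genes 13 lie below 0, the hypoxia genes go both ways, and the point of Ndrg1 rests on 2 reads in WT.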

We hypothesized that low SETD5 levels may hamper the mitochondrial maturation, and thus the related energy supply, forcing the cells to use glycolysis to survive, as the transcriptional profile already suggested (Fig. 1, Additional file 4: Fig. S1). To investigate this issue, we measured the lactate, a byproduct of glycolysis, that was indeed increased in mutant NSCs (Fig. 3D). To further analyze this aspect, we have grown both WT and mutant NSCs in a culture medium in which the glucose was replaced by galactose as the carbon source for metabolic reaction; the galactose can enter in the glycolytic pathway but without a net gain of energy; moreover, it cannot enter in the pyruvate-lactate anaerobic pathway. Thus, forcing the cells to rely only on mitochondrial respiration, to produce ATP [37]. WT NSCs behaved similarly in glucose and galactose media while the mutant cells, that with glucose proliferated more than the WT, tended to die (Fig. 3E).

These data indicate that low SETD5 levels lead to metabolic reprogramming due to an inefficient mitochondrial dynamic, maturation, and function.

### *Setd5* haploinsufficiency affects mitochondrial machinery and localization in neurons

To better circumstantiate our findings in regard to neurological pathologies associated with *SETD5* mutations, we moved to analyze *Setd5*^+/−^ animal model. We first evaluated the abundance of OXPHOS complexes. In line with NSCs data, we showed that *Setd5*^+/−^ brains presented a decrease in OXPHOS proteins particularly evident in complex I (Additional file 7: Fig. S4A). Evaluation of ATP content in freshly isolated mitochondria from control and *Setd5*^+/−^ brains sustained the in vivo hypo-functionality of oxidative phosphorylation since isolated mitochondria from mutants produced less ATP than their normal counterpart, specifically using glutamate as the substrate for mitochondrial respiration (Fig. 4A).

**Fig. 4:**
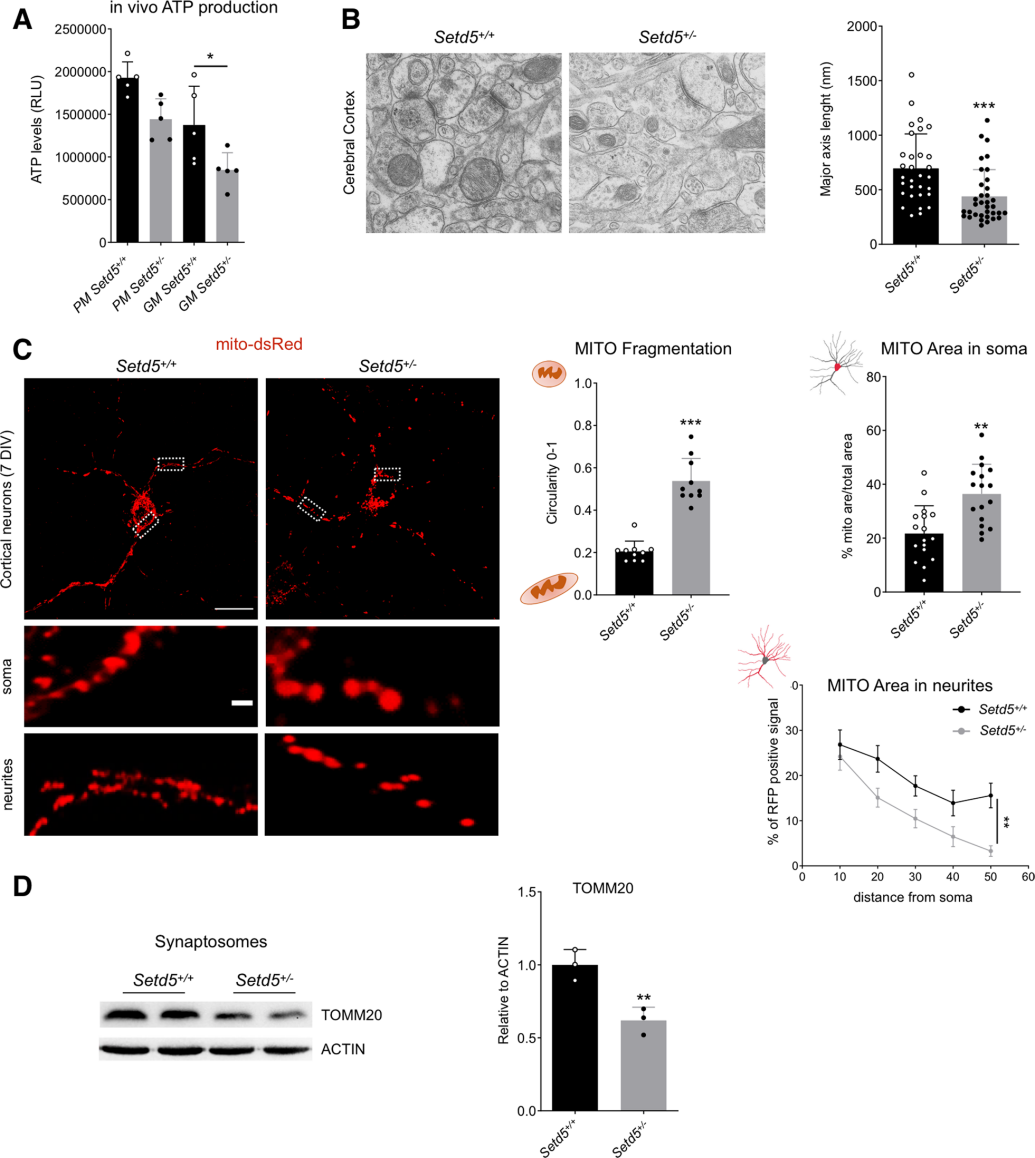
Mitochondrial structure and function in *Setd5*+*/*− mice. **A** In vivo ATP production from isolated mitochondria from the cortex. PM (pyruvate/malate substrate), GM (glutamate/malate). Statistics, PM, Tuckey test, (*Setd5*^+/+^ vs. *Setd5*^+/−^, *P* = 0.0791). GM, Tuckey test, (*Setd5*^+/+^ vs. *Setd5*^+/−^, *P* = 0.05). **B** Ultrastructural analysis by transmission electronic microscopy (TEM) of mitochondria in *Setd5*^+/+^ and *Setd5*^+/−^ mouse cortex (scale bar = 500 nm). Quantification of the mitochondria major axis length is shown on the right. Statistics, Mann − Whitney test (*Setd5*^+/+^ vs. *Setd5*^+/−^, *P* < 0.0001). **C** Cortical Neurons mitochondrial fragmentation and distribution analysis. Mito-dsRed infected cortical neurons (*Setd5*^+/+^ and *Setd5*^+/−^) live imaging (scale bar = 20 micron, magnification, scale bar = 5 micron). MITO fragmentation, statistics, T-test (*Setd5*^+/+^ vs. *Setd5*^+/−^, *P* < 0.0001). MITO area in soma, statistics, T-test (*Setd5*^+/+^ vs. *Setd5*^+/−^, *P* = 0.0003). MITO area in neurites, statistics, two-way ANOVA (row factor, *P* < 0.0001, column factor, *P* = 0.0004, subject, *P* = 0.088), multiple comparison Tuckey test (*Setd5*^+/+^ vs. *Setd5*^+/−^, 10 um, *P* = 0.9554, 20 um, *P* = 0.8030, 30 um, *P* = 0.2020, 40 um, *P* = 0.1782, 50 um, 0.0035) **D** Western blot quantification of mitochondrial fraction in synaptosomes, normalized on actin. Statistics, T-test (*P* = 0.0090)

Using electron microscopy, we retrieved small mitochondria in mutant brains compared to control littermates possibly confirming the defects in fission/fusion dynamics seen in NSCs (Fig. 4B). To better analyze this aspect, we moved to cultured primary neurons. Live staining using the mito-dsRed mitochondrial marker, showed that neurons from E17.5 *Setd5*^+/−^ cortices displayed more fragmented mitochondria compared to controls (Fig. 4C). Interestingly, in mutant neurons, the mitochondria were located primarily in cell soma while were reduced in neurites (Fig. 4C). We reasoned that mitochondria may be stacked in the cell body, with few possibilities to travel along neurites to reach synaptic sites within neurons. To investigate this issue, we isolated synaptosomes containing fraction from *Setd5*^+/+^ and *Setd5*^+/−^ cortices and estimated mitochondria content showing that mutant synapses contained fewer mitochondria (Fig. 4D).

The quinazolinone derivative mitochondrial division inhibitor 1 (Mdiv1), reversibly inhibits DRP1, a master regulator of fission machinery [38]. Its action has been linked with increased mitochondrial fusion, attenuation of apoptosis, and cytoprotection [38–42]. We decided to use Mdiv1 in treating *Setd5* mutant neurons. Mdiv1 was effective to increase mitochondrial length in mutant neurons as well as mitochondrial distribution inside the mutant cell soma and neurites (Fig. 5A).

**Fig. 5:**
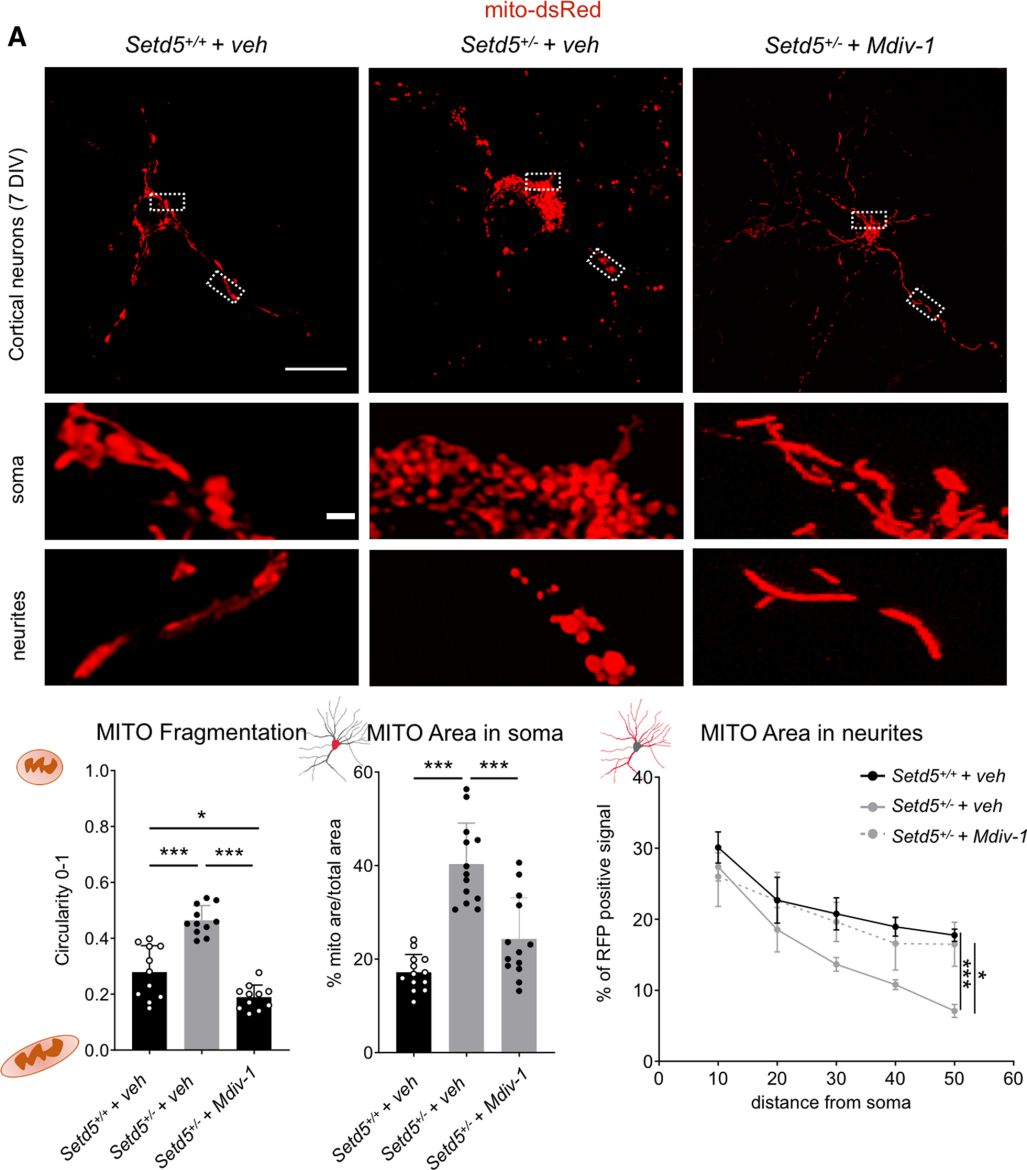
Mdiv-1 treatment. **A** Rescue experiment with *Drp1* inhibitor Mdiv-1. Analysis of mitochondrial fragmentation and distribution in Mito-dsRed infected cortical neurons (*Setd5*^+/+^ and *Setd5*^+/−^, *Setd5*^+/−^ mdvi-1 treated) live imaging (scale bar = 20-micron, magnification, scale bar = 5 micron). Statistics (fragmentation, one-way ANOVA with Tuckey test for multiple comparisons; *Setd5*^+/+^ vs. *Setd5*^+/−^*, P* < 0.0001; *Setd5*^+/+^ vs. *Setd5*^+/−^ Mdvi-1, *P* = 0.0106; *Setd5*^+/−^ vs. *Setd5*^+/−^ mdvi-1, *P* < 0.0001. MITO area in soma, one-way ANOVA with Tuckey test for multiple comparisons; *Setd5*^+/+^ vs. *Setd5*^+/−^, *P* < 0.0001; *Setd5*^+/+^ vs. *Setd5*^+/−^ mdvi-1, *P* = 0.0513; *Setd5*^+/−^ vs. *Setd5*^+/−^ mdvi-1, *P* < 0.0001. MITO area in neurites, statistics, two-way ANOVA (row factor, *P* < 0.0001, column factor, *P* = 0.0008, subject, *P* = 0.51), multiple comparison Tuckey test (*Setd5*^+/+^ vs. *Setd5*^+/−^*,* 10 um, *P* = 0.6279, 20 um, *P* = 0.6306, 30 um, *P* = 0.2004, 40 um, *P* < 0.0001, 50 um, *P* < 0.0001; *Setd5*^+/+^ vs. *Setd5*^+/−^ mdivi-1*,* 10 um, *P* = 0.6698, 20 um, *P* = 0.9999, 30 um, *P* = 0.9465, 40 um, *P* = 0.8264, 50 um, *P* = 0.9159; *Setd5*^+/−^ vs. *Setd5*^+/−^ mdivi-1*,* 10 um, *P* = 0.9547, 20 um, *P* = 0.7055, 30 um, *P* = 0.1319, 40 um, *P* = 0.3155, 50 um, *P* = 0.0261). All Data are presented as mean values+*/*− SEM

These data indicate that *Setd5* haploinsufficiency in neuronal cells impairs mitochondrial dynamics, functionality, and localization that can be at least in part rescued by the DRP1 inhibitor Mdiv1.

## Discussion

In this study, we revealed mitochondrial dysfunctions as possible contributors to the pathogenesis of neurodevelopmental disorders caused by mutations in the *SETD5* gene. *Setd5* haploinsufficiency in mice is leading to a decrease in mitochondrial membrane potential and subsequent ATP production as well as impairment in organelle dynamics in mutant neuronal cells. Our data suggest that the mutant mitochondria are hypo-functional and mislocalized due to transcriptional defects downstream to low SETD5 activity. Both the consequent metabolic reprogramming of mutant cells and the mitochondrial impoverished neurites and synapses may contribute, at least in part to the pathogenesis of SETD5-associated diseases.

Brain development and related disorders have been associated with mitochondrial functions/dysfunctions [6, 43]. Recent studies have suggested that a large part of ASD patients showed high levels of lactate, pyruvate, and alanine in body fluids and decrease the activity of a variety of mitochondrial respiratory complexes in brain regions as well as in peripheral organs, particularly evident at young age, that eventually were restored in adulthood [44–48]. Interestingly, mutations in the mtDNA have been associated with ASD cases and other NDDs [49, 50]. These observations support the idea that metabolic changes due to mitochondrial impairment may either contribute to or induce those neurodevelopmental defects at the basis of NDDs. For instance, OXPHOS aberrations lead to abnormal neuronal migration [51], while the PolG mutator mouse, a model of mtDNA mutations and respiratory dysfunction due to lack of POLG activity, revealed neural stem cell dysfunctions with decreased capabilities to self-renew and differentiate [52].

Deregulation of the fission/fusion processes is intimately implicated in neurological disorders. The strong association between increased mitochondrial fragmentation and neurodegenerative diseases (e.g., Parkinson’s, Alzheimer’s, and Huntington’s diseases) underlines the importance of mitochondrial dynamics in neuronal function and survival [43]. Moreover, mutations in genes encoding for key regulators of fission/fusion, such as *DRP1*, *MFN1*, *MFN2*, and *OPA1* genes among others, also induce neurodevelopmental defects such as brain abnormalities, decrease the number of neurites and synapses up to neuronal death both in humans and animal models [53–57]. One of the proposed mechanisms at the basis of the pathological onset is the fact that fragmented mitochondria become refracting to movements within polarized cells as neurons, possibly because small organelles may not arrange enough molecular adaptors for transport, as Miro/Milton, for their correct mobility [57, 58]. As consequence, the organelles are not available in highly demanding cellular compartments, such as synapses, causing low ATP supply and Ca^2+^ buffering with functional impairment for the neuron. Accordingly, we report that *Setd5* animal models presented fragmented mitochondria stalled in the cell body that eventually contribute to the loss of synapses and neuronal hypo-functionality that characterize these mice [24, 26].

A recent report proposed that SETD5 regulates glycolysis through the regulation of EP300/HIF-1a co-activators upon the hypoxic condition in breast cancer stem-like cells [59]. In our models, we did not find evidence for such function in regulating glycolytic genes. In fact, glycolysis seemed to sustain the ATP production in *Setd5* haploinsufficient cells. Further investigations are needed to understand whether a direct effect on glycolysis is cell-, environmental-specific, or coupled and eventually masked by mitochondrial impairment.

The interplay between epigenome and mitochondria is bidirectional: mitochondrial are essential for the post-translational histone modifications for instance supplying acetyl-CoA and S-adenosyl methionine (SAM) for acetylation and methylation, and, conversely, epigenetic changes influence mitochondrial biogenesis and function [60]. Compelling examples of the latter are given by: (1) the inhibition of SET containing protein SETD7, a histone methyltransferase to H3K4me1, promotes mitogenesis through activation of PGC1A [61]; (2) the activity of *LSD1,* the first identified H3K4me1/2 demethylase, also regulates mitochondrial activity at different extent depending the system [34, 35, 62–64]; (3) the depletion of H3K4 methylase SMYD1 leads to a reduction in mitochondrial energetics in the heart due to PGC1A repression [65].

## Limitations

One limitation of the study is that we used only a murine experimental setup, while species-specific differences may occur and the phenotype in human cells and organisms be different. Further experiments will clarify this point. Another important issue is that we can only speculate about the possible primary causative role of mitochondrial impairment in the establishment of the SETD5-related NDDs. Indeed, as for other disorders related to brain development that have been associated with mitochondrial damage, it remains challenging to claim that mitochondria-associated phenotypes are the major driver of the diseases. Specifically, for SETD5 its broad impact on gene transcription not related with mitochondria is contributing to the disease, as previously suggested.

## Conclusions

In summary, our data indicate that massive deregulation of transcription, including mitochondrial master regulators such as *Pgc1a* and *Polg*, is at the basis of a variety of mitochondrial aberrations both at the levels of neural precursors and adult neuronal cells which carry *Setd5* haploinsufficiency. These impairments ranging from hypo-functionality of the OXPHOS machinery up to mitochondrial miss-localization and fission alterations. Despite no report or evidences link SETD5 patients with mitochondrial defects, our work suggests that those may contribute to SETD5-related pathologies. In fact, this kind of defects may be overlooked especially if they occur in inaccessible developmental stages. Further work is needed to better determine the extent of the pathology that is properly caused by mitochondrial impairment and, consequently, if the mitochondria dysfunctions should be considered novel therapeutic targets for SETD5-related NDDs.

## Supplementary Information

**Additional file 1**: **Table S1**. 

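The sheet of Table S1 on NSCs at high oxygen gives, for each gene, the 6 normalized counts, their mean, and the log2 fold change, its standard error and the adjusted p-value from DESeq2 for Setd5+/− against WT. A positive log2 fold change means higher normalized counts in the mutant library, as for Map2 (ENSMUSG00000015222), whose value is 0.32 in the paper's table and 0.32 from the restored normalized counts of 9983 in WT and 12445 in Setd5+/− NSCs. The copy of the sheet used here holds 1999 of its genes. The functional enrichment sheets rank all genes by their difference between genotypes and score whether a Gene Ontology category sits at one end of that ranking, with a positive normalized enrichment score in Fig. 1A for categories higher in mutant cells.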

RNA-seq normalized counts, functional enrichment data for High & Low Oxygen condition.

**Additional file 2**: **Table S2**. Gene list of SETD5 targets, mitochondrial genes and random dataset used to perform comparison in Fig. 1.

**Additional file 3**: **Table S3**. List of primers and antibodies used in this work.

**Additional file 4**: **Figure S1**. Level of oxygen and mitochondrial genes in Setd5+/− NSCs.Enrichment plots from gene set enrichment analysis for Glycolysis, electron transport chain, Mitochondria and Hypoxia, between Setd5+/−and controlNSCs cultured at lowand high oxygenlevel.Western blot analysis for SETD5 protein level in NSCs cultured at 21% oxygen. Actin was used as loading control.RT-qPCR validation of transcription level of the indicated mitochondrial-related genes between Setd5+/−and controlNSCs cultured at lowand high oxygenlevel. All data are presented as mean values ± SEM.

**Additional file 5**: **Figure S2**. Mitochondrial membrane potential is altered in Setd5+/− NSCs.Western blot quantification of Opa1and Mfn1protein level in NSCs normalized on Tomm-20. Statistics, Opa1, one-way ANOVA, multiple comparison Dunnet test; Mfn1, one-way ANOVA, multiple comparison Dunnet test.Quantification of mitochondrial membrane potential using TMRM in live imaging. The signal level is calculated by performing a ratio between the basal fluorescence intensity and the fluorescence after FCCP treatment. Statistics, one-way ANOVA, multiple comparison Dunnet test. All data are presented as mean values +/− SEM.

**Additional file 6**: **Figure S3**. Mitochondrial function alteration in Setd5+/− NSCs.TMRM live staining on control and Setd5+/− NSCs. From the left, basal condition, oligomycin treatment and last two images FCCP treatment.Reactive oxygen species quantification in control and Setd5+/− NSCs performing live staining of DHEand DCF. Statistics, DHE, one-way ANOVA, multiple comparison Dunnet test; DCF, one-way ANOVA, multiple comparison Dunnet test. All data are presented as mean values +/− SEM.

**Additional file 7**: **Figure S4**. Electron transport chain alteration in mouse cortex.Western blot analysis on whole protein lysate from Setd5+/+ and Setd5+/− mouse cortex for the indicated mitochondrial protein, normalized on total Tomm-20 level. Statistics, NDUFB8, T-test,; SDHB,; UQCRIII,; MTCO1,; ATP5A,. All data are presented as mean values +/− SEM.

**Additional file 8**: **Figure S5**. Uncropped Western blot images.The images refer to Fig. 2C.The images refer to Fig. 4D.The images refer to the figure S1C.The images refer to the figure S2A, B.The images refer to the figure S4A.

## Data Availability

RNA-seq raw data are available at GSE103912 for NSCs cultured in low oxygen condition and GSE222188 for NSCs cultured in high oxygen condition.

## Abbreviations

ASD: Autism spectrum disorder
FCCP: Carbonylcyanide-*p*-trifluoromethoxyphenylhydrazone
ID: Intellectual disability
Mdiv1: Mitochondrial division inhibitor 1
NAD: Nicotinamide adenine dinucleotide
NDD: Neurodevelopmental disorder
NSC: Neural stem cell
OXPHOS: Oxidative phosphorylation
ROS: Reactive oxygen species
SAM: S-adenosyl methionine
TMRM: Tetramethylrhodamine, methyl ester, perchlorate
WT: Wild type

How the deposited data were processed for this re-analysis (not part of the article)

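RNA-seq of NSCs grown at 21% O2 was analysed, with 3 samples labelled WT and 3 labelled Setd5+/−. The authors trimmed the reads, aligned them to the mm10 mouse genome and counted them on genes. The paper's text does not name the program that counted reads or whether the counting used strand, so reads of overlapping and antisense genes can be mixed. They divided each gene's count by DESeq2's size factor of the sample, and these normalized counts are the values that the authors deposited. The deposited table also holds the authors' own DESeq2 comparison, with a log2 fold change and its standard error on the log2 scale for each gene, a test statistic and an adjusted p-value. These were used only for comparison with Table S1 and with the results here and to count the authors' calls. They are named as the authors' where they are given. All 6 columns of values per sample in that table were used. The values at low oxygen were not used here.

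The decimal points of the deposited values were restored first. The value of 1 read was found in each sample from the low counts, as 0.829, 0.827 and 0.828 normalized counts in the WT samples and 1.19 in each Setd5+/− sample, which corresponds to size factors of about 1.21 and 0.84. The point of each value was then placed where the value became a whole number of reads, and in 1116 genes the deposited mean settled the choice. Since this rule itself makes whole numbers, the checks are the deposited means that were not used for it and Table S1. In the 1999 genes of Table S1 held here, all 6 restored values were equal to those of Table S1. Apart from these, 1753 of the 1753 log2 fold changes of Table S1 that could be compared matched the ones that the authors deposited. Those fold changes were not computed from the restored values and do not check them. The procedure was tested on simulated data, where 100% of 314628 values were recovered exactly. The values behave as reads from which both ends of a pair were counted, since their variance over the mean within a genotype was 1.95 in WT and 1.92 in Setd5+/−, close to 2.

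The comparison of the samples within each genotype showed no more difference than random sampling, so the 3 samples were treated as parts of one library and counted as 1 sample. The totals of the parts differed by 0.0897% of their mean in WT and by 0.0397% in Setd5+/−. This decides what the numbers can carry. Depth gives a narrow counting error for most genes, but nothing in these samples measures how cultures or clones of one genotype differ. For this reason no SD across samples is given, and the p-values from limma compare the reads of the 2 libraries, not the genotypes. For a gene at or under a floor of 3 reads in one library, the fold change is given as a lower bound, against the highest level there that the read pairs seen allow (one-sided 95% Poisson limit). For 0 reads this is 3 read pairs, or 1.66 normalized counts in WT and 2.38 in Setd5+/− as a mean over the 3 samples of a genotype.

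Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(normalized count + 1), over the genes with a mean of at least 10 normalized counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. In simulated data with 200 changed genes, of which 198 passed the filter, the test recovered 161, all in the right direction, and called 5 unchanged genes among 16352 tested. Every count of genes past the threshold compares the reads of 2 libraries. For gene lists, 10000 random lists of the same size were drawn, each member from the 50 genes nearest in mean expression, and the number of lists with a median at or below the observed one was counted. In simulations with no change, 34 of 500 lists (6.8%) fell outside the central 95% of their random lists, slightly more often than the nominal 5%, and 486 of 500 (97.2%) did so with a shift of −0.3. That simulation was first run with fewer lists, of which a larger share had fallen outside, and was enlarged to 500 after that result was seen. It drew the fold change of each gene independently, for lists of 100 genes. Genes of a real list can change together, and for such lists the rate is not known. Chromosomes 7, 11 and 14, with medians of −0.10, −0.11 and −0.16, also had 0 of 10000 random lists at or below them. Intervals of list medians are from 10000 bootstrap draws of genes. They describe the spread over genes, which are not replicates.

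Gene lists were the paper's GO_MITOCHONDRION list, the genes of Fig. 1B, OXPHOS, mtDNA-encoded, mitochondrial ribosomal, cytosolic ribosomal, glycolysis and hypoxia genes, and markers of neural stem cells, neurons, astrocytes, oligodendrocytes, mesenchymal cells and proliferation. Lists of forebrain markers, of targets of the transcription factor ATF4 and of immediate early genes were added later. The rule for naming genes picked Setd5, Mfn1, Opa1, Ppargc1a and Polg, the genes of the blotted proteins, sex-linked genes, the member with the largest fall and the one with the largest rise in each list, and the 5 largest falls and 5 largest rises among genes past the threshold with a mean of at least 100 normalized counts and no overlap between the genotypes. Of the genes with such changes, 3775 were lower and 3505 higher. Where another gene is named, it was chosen after its values were seen, unless it belongs to a list given in full.

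The lists, this rule, the tests and the alternatives were set before the data were examined, with the exceptions named as added or chosen later. The design set then was changed where the samples turned out to be parts of one library. The planned gene set tests (camera and fry), the permutation test of average expression and the permutation test of chromosome positions treat samples or genes as replicates and were replaced by medians and random lists. Gene positions, transcript lengths and GC content were taken from GENCODE M21 on GRCm38, the build that the paper's methods use, and 16255 of the 16266 tested genes were found there. Processed pseudogenes were sought with minimap2 2.31, and a gene was taken to have a near-identical one when at least 200 bases aligned with at least 95% identity. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

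The alternatives were a pseudocount of 0.5 or 5, no filter or a mean of at least 50 normalized counts, scaling by a trimmed mean of M values (trimming 30% of M and 5% of A values) or to the upper quartile, centring each library on its median, leaving out each sample in turn, eBayes without trend, a fit with the replicate number as a block, a stricter adjusted p-value or a minimum fold change, and random lists matched also on transcript length. Those added after seeing the data were lists without the genes of chromosome 1, lists without genes that have a near-identical pseudogene, random lists matched on GC content, and a test on the pooled reads of the 2 libraries. Tables of the paper of which only a part was held were used for no overlap or enrichment test.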

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

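Of the tests below, the comparison of chromosome 1 with random lists and both tests on the Fig. 1B genes by chromosome were chosen only after the result was seen. The lists of forebrain markers, ATF4 targets and immediate early genes were written after the most changed genes had been seen and without those genes, but before the values of their own members were, and that they had to lie beyond random lists of both kinds was set after. With 1 library per genotype, each pattern below separates one WT library from one mutant library, and a difference between clones, cultures or library preparations stays open for all of them.

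Genes of chromosome 1, which the paper does not discuss as a group, were higher as a whole in the Setd5+/− library. The 1044 tested genes had a median log2 fold change of 0.53 (95% bootstrap interval over genes 0.48 to 0.58), and 79.1% of them were higher. A chance difference between lists of genes is argued against, since 0 of 10000 random lists matched on expression reached this median and the highest was 0.05. The shift is not confined to one region, with medians of 0.49 in the proximal and 0.59 in the distal part and of 0.23 to 0.82 in all 19 windows of 40 neighbouring genes, which were drawn from genes with a mean of at least 50 normalized counts. The medians of the other 19 chromosomes lay between −0.16 on chromosome 14 and 0.02 on chromosome 4. Chromosome 1 lay 0.57 above the genes of the other chromosomes, and 3 copies against 2 would give 0.585. A candidate explanation is a gain of chromosome 1 in all or most of the cells of the mutant culture, which predicts that both parts of the chromosome shift alike, as their medians of 0.49 and 0.59 do. The limit of 0.3 used for calling both parts shifted was set after these values were known. No DNA was measured in these samples, so the number of copies itself was not tested, and the random lists were not matched on transcript length or GC content. With genes of at least 50 normalized counts the median was 0.53.

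Extra copies of chromosome 1 would directly raise mitochondrial genes that lie there. The 8 tested genes of Fig. 1B on chromosome 1 had a median log2 fold change 0.52 above that of the 95 genes elsewhere, but the interval of the 8 genes (−0.37 to 0.31) is too wide to decide, so for these genes a gain of the chromosome and other causes cannot be told apart. The higher Fig. 1B genes of other chromosomes, 7 of them past the adjusted p-value of 0.05, do not lie there, and whether extra copies of chromosome 1 raise them indirectly was not tested and cannot be told apart from other causes. Without the genes of chromosome 1 the median of the GO_MITOCHONDRION genes was −0.18.

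The Setd5+/− library had 2881 reads on Hox genes and the WT library 78, in a group of genes that the paper does not discuss. Of 39 Hox genes, 9 had more than 3 reads in Setd5+/− and 2 in WT. All 9 belong to the HoxA cluster on chromosome 6, with 2881 reads against 69. Hoxa7 and Hoxa3 had 1231 and 620 reads in Setd5+/− NSCs and 0 in WT, and were at least 295-fold and at least 149-fold higher. The 28 genes of clusters B, C and D had 0 reads in Setd5+/− NSCs and 9 in WT. Another positional identity of the mutant culture may be involved, and would go with lower forebrain markers. These had a median log2 fold change of −0.55 over 6 tested genes, with 4 lower and 2 higher and an interval (−0.76 to 0.99) that includes 0. Of 10000 random lists, 214 matched on expression and 401 matched also on length had a median as low, which is outside the central 95% of the first and inside that of the second, so this and a change limited to the HoxA cluster cannot be told apart. Reads from other cells were not tested either. Loss of SETD5 itself as the cause was not tested, because genotype and clone are the same comparison.

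Genes of the amino acid and stress response stood among the largest rises, such as Trib3, which went from 4 reads in WT to 1675 in Setd5+/− NSCs. Slc7a5, Chac1 and Nupr1, chosen after their values were seen, had log2 fold changes of 4.76, 5.46 and 6.01. Other targets of ATF4 had a median log2 fold change of 2.06 (95% bootstrap interval 1.11 to 2.63), with 14 of 14 tested genes higher, and 0 of 10000 random lists matched on expression, and 0 matched also on length, had a median as high. This value is in line with an ATF4 response of the mutant culture. Whether the mutation, the medium of that culture or its density set it off was not tested.

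Most immediate early genes fell. Egr1 went from 9865 to 69.9 normalized counts, and Fos, Fosb, Nr4a1, Junb, Dusp1 and Ier2, chosen after their values were seen, had log2 fold changes between −7.09 and −3.71. The other immediate early genes had a median of −1.51 (−3.59 to 0.54), with 9 of 13 tested genes lower and an interval that includes 0, and 0 of 10000 random lists matched on expression, and 0 matched also on length, had a median as low. The 4 that were higher were Atf3 (3.2), Ier5 (1.8), Klf4 (1.3) and Btg2 (0.54), all past the threshold. Atf3 is also an ATF4 target, and Atf3, Ier5 and Btg2 lie on chromosome 1. A difference in handling or stimulation before lysis is a candidate explanation, and predicts that the other immediate early genes fall too, as 0 of the random lists did to this extent. A lasting change of growth factor signalling in the mutant cells predicts the same and was not tested.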

How the results depend on the processing

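Among 14 main results and 193 alternatives, 188 alternatives kept the direction and the side of the threshold (or, for counts of genes, stayed within 1.5 times). Many of these could change little. Leaving out a sample only removes part of the reads of one library. Fits without trend or with the replicate block leave fold changes as they are, and random lists matched on length leave the medians as they are. The tally is therefore no measure of replication. The median log2 fold change of mtDNA-encoded genes reversed when WT replicate 2 or WT replicate 3 was left out, to −0.016 and −0.022. It ranged from −0.022 to 0.087 across the 6 fits that each left out one sample, with the cause not tested. Some of these genes had few reads, such as mt-Co3 with 36 in WT. With all 6 samples, the 7 genes with a mean of at least 50 normalized counts had a median of 0.065. Without the genes that have a near-identical pseudogene, an alternative chosen after seeing the data, the median of glycolysis genes was −0.10 over 8 genes in place of −0.65 over 16 and lay inside the central 95% of random lists. The cause was not tested. Requiring an absolute log2 fold change of at least 1 left 2696 genes in place of 9963 and raised the share of higher genes from 49.5% to 61.9%. A stricter rule lowers the count by construction, and the cause of the shift in share was not tested. The difference in median expression between GO_MITOCHONDRION and other genes was 3.26 on the log2 scale over all genes with a value above 0 and 0.73 over genes with a mean of at least 10 normalized counts, because that filter removes mostly other genes.

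The medians of the other lists put through all these alternatives kept their sign. The lists of markers, ATF4 targets and immediate early genes were refitted with the other scalings only, and kept their sign there. Across the alternatives, including those that leave out a sample, the GO_MITOCHONDRION genes lay between −0.19 and −0.14, the Fig. 1B genes between −0.50 and −0.40, the nuclear-encoded OXPHOS genes between −0.62 and −0.55, the mitochondrial ribosomal protein genes between −0.30 and −0.26, the cytosolic ribosomal protein genes between −0.50 and −0.31 and the hypoxia genes between 0.23 and 0.30. The glycolysis genes lay between −0.69 and −0.60 under all alternatives but the one on pseudogenes. Apart from the fold change rule, the count of differing genes lay between 8438 (adjusted p-value under 0.01) and 10129 (pooled reads of the 2 libraries, added after seeing the data). Across the fits that each left out one sample it was 9140 to 9589. The scaling moved the share of higher genes to no less than 46%, and the median of all tested genes from −0.02 to −0.06. With the replicate number as a block (replicate block) 9946 genes differed. The numbers do not pair the samples, since the correlations of same-numbered samples' deviations were 0.0049, 0.00153 and −0.00705.

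For the 46 tested genes that the rule for naming genes picked, 679 of 685 alternatives left direction and call as they were. Not all of these genes are given in the text, and the same limits hold for this tally. The other genes named in the text, such as Fos, Nupr1, Gapdh and Mki67, were not put through the alternatives gene by gene. The other 6 lost the threshold, 5 of them for Rpl39 and 1 for mt-Co1. The planned edgeR and DESeq2 tests on the recovered reads were not run, although whole reads were recovered. For DESeq2 the authors' own result on these reads is in the deposited table, which shares 9327 of the 9963 calls made here, all in the same direction, and edgeR has no such stand-in. Like limma they compare the reads of 2 libraries. Depth limits genes with few reads in one library, whose fitted log2 fold change depends on the pseudocount, and for genes at or under 3 reads a lower bound is given.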

Differences from the paper's values

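For Ndrg1 the log2 fold change in the paper's Table S1 is 6.49 (standard error 0.43), and the value here was 7.36 on the scale of log2(normalized count + 1). The gene has 2 reads in the WT library, so the fitted value depends on the pseudocount. The lower bound of 87.2-fold leaves room for the paper's value, and the gap is no evidence of a difference. None of the alternatives set before the data were examined brought the fitted value within the standard error, with values of 5.40 with a pseudocount of 5 and 8.13 with a pseudocount of 0.5. In the main fit the values for Sdhb, Pdk1, Map2 and Slc1a2 did not differ from the paper's by more than the paper's standard error. Sdhb and Pdk1 stayed within it under all alternatives. Map2 left it with scaling by a trimmed mean of M values (0.29) or to the upper quartile (0.28). Slc1a2 left it with scaling to the upper quartile and without Setd5+/− replicate 1 (−1.97 each).

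The paper writes that the transcriptional profile pointed to a use of glycolysis by mutant cells, citing Fig. 1, where categories of glucose import and glucose metabolism are higher in mutant NSCs at high oxygen, and Fig. S1, whose legend names enrichment plots for glycolysis at low and high oxygen. The glycolysis genes analysed here had a median log2 fold change of −0.65 in Setd5+/− NSCs at 21% O2, with 13 of 16 lower. That list differs from the categories of Fig. 1A, the gene set behind the plots of Fig. S1 was not analysed here, and the median was −0.10 over the 8 genes without a near-identical pseudogene. The paper also reports more lactate in mutant clones C5 and D3 (Fig. 3D). With galactose in place of glucose, it saw that mutant cells tended to die (Fig. 3E). These are not measures of transcripts, and the mutant library here carries the name of clone A3.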

Other observations

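Of the tests below, the one on random lists matched on length and expression for OXPHOS genes, the one on size factors, the intervals of the difference between cytosolic ribosomal and OXPHOS genes and the one on glycolysis genes without a pseudogene were chosen only after the result was seen. The explanation by a general fall of short, highly expressed transcripts had been set up with the cytosolic ribosomal protein genes as its test, and that test came out in its favour over the genes with a mean of at least 10 normalized counts. The result of that test is given under its own name below, and the matched lists were added as a more direct test.

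The lower medians of mitochondrial gene lists were weighed against technical explanations. A transcript length bias between the libraries is argued against, since 0 of 10000 random lists matched on length and expression had a median as low as that of GO_MITOCHONDRION genes. A GC content bias is argued against by 0 of 10000 random lists matched on GC content and expression. The size factors of the authors' normalization move all genes of a library alike, and are argued against as the cause by the 0 of 10000 random lists matched on expression with a median as low. Other scalings for the whole library cannot test this. A general fall of short, highly expressed transcripts is argued against for OXPHOS genes, whose median 0 of 10000 lists matched on length and expression reached. What stays open is a fall shared with cytosolic ribosomal protein genes. Their median log2 fold change of −0.46 (−0.60 to −0.32) lay 0.12 above that of OXPHOS genes, with an interval of that difference (−0.08 to 0.28) that includes 0, so the fall may not be specific to mitochondria. Over genes with a mean of at least 50 normalized counts they fell by less, with −0.31 over 52 genes against −0.59 over 72, a difference of 0.28 (0.07 to 0.44), though only 8 of 10000 random lists had a median as low. Whether the fall of OXPHOS genes is shared in full thus depends on the filter on low counts. The cytosolic ribosomal protein genes took only 0.276% of the reads in WT and 0.250% in Setd5+/− NSCs. Lower proliferation of the mutant cells also stays open, as proliferation markers had a median of −0.20 (−0.72 to 0.43), with 1262 of 10000 random lists at or below it, and cannot be told apart from no change. The members went both ways, with 6 lower and 4 higher, and Mki67, Top2a, Ccnb1 and Bub1 were higher past the threshold. The paper reports that mutant cells grown with glucose proliferated more than WT cells (Fig. 3E). The effect of the genotype itself cannot be separated from that of the clone.

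Reads shared with pseudogenes are argued against as the cause of the fall of nuclear-encoded OXPHOS genes, since the 70 genes without a near-identical processed pseudogene had a median log2 fold change of −0.59 (−0.68 to −0.49). For glycolysis genes the same test does not decide. The 8 genes without a near-identical pseudogene had a median of −0.10 and went both ways, from Pfkl at −1.28 to Pfkp at 1.12. Those with one, such as Gapdh, Pgk1, Pkm and Ldha, were all lower, with a median of −1.07. Apart from enolase they encode other enzymes, so the split by pseudogene is also one by enzyme. Reads shared with pseudogenes may contribute to the fall of the list, but this split cannot show it. Among OXPHOS genes, those with a pseudogene fell less, by −0.35. Gapdh, chosen after its values were seen, had only 165 normalized counts in WT and 71.1 in Setd5+/− NSCs.

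Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many genes past the adjusted p-value of 0.05, which is the real one. The others gave 0 genes, and 75 to 102 genes at an unadjusted p-value under 0.05. The samples of a genotype are parts of one library, so the real split is set apart by the libraries, and a chance difference between 2 cultures cannot be told apart from an effect of genotype by this count. A few genes taking most of the counts is argued against, because the share of reads on the 10 most abundant genes differed by 0.549 percentage points, at 6.51% in WT and 5.96% in Setd5+/− NSCs. The mitochondrial genome took 3.78% and 3.89% of the reads and the nuclear-encoded OXPHOS genes 0.957% and 0.677%.

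Cultures from embryos of different sex are argued against. Xist had 19980 normalized counts in WT and 25747 in Setd5+/− NSCs, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 34 reads in both libraries together.

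Among the transcripts of the proteins blotted in Fig. 2C, 5 of 7 were lower past the threshold in Setd5+/− NSCs. The log2 fold change was −0.43 for Ndufs4, −0.59 for Ndufb8, −0.55 for Sdhb, −0.38 for Uqcrc2 and −0.96 for Atp5a1. It was 0.14 for mt-Co1 (95% counting interval 0.13 to 0.14), the only one of the 7 encoded by mtDNA. For Tomm20, which has 5 near-identical pseudogenes, it was −0.05 (−0.19 to 0.09). These values are of transcripts, and the blots themselves were not analysed here.

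For the average expression of the paper's Fig. 1E, the 1380 GO_MITOCHONDRION genes with a value above 0 had a median of 8.12 on the scale of log2(normalized count + 1), and the 25417 other genes had 4.85. Over genes with a mean of at least 10 normalized counts the medians were 8.30 over 1275 genes and 7.58 over 14991.

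The lineage markers moved apart. Neuron markers had a median log2 fold change of −1.76 over 5 tested genes, oligodendrocyte markers −0.85 over 6, astrocyte markers 1.12 over 5 and neural stem cell markers −0.09 over 8, and 0 of the mesenchymal markers were tested. In each of these lists the bootstrap interval over genes included 0. Of 10000 random lists matched on expression, 2 were at or below the median of neuron markers, 15 at or below that of oligodendrocyte markers, 15 at or above that of astrocyte markers and 2282 at or below that of neural stem cell markers. Sox10 fell from 298.2 to 1.59 normalized counts and Gfap rose from 17.1 to 263.3, while Fabp7 fell from 36015 to 11490. No explanation was tested for these.

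The rule for naming genes ranked falls and rises by fitted log2 fold change, over genes with a mean of at least 100 normalized counts. By this rank the largest falls were those of Csmd2, Ptprt, Gjc1, Cacna2d1 and Egr1. Csmd2, Ptprt, Gjc1 and Cacna2d1 were at least 240-fold, 51.5-fold, 53.4-fold and 55.5-fold lower in Setd5+/− NSCs, where they had 0, 3, 1 and 2 reads. Egr1 had a log2 fold change of −7.12. The bounds of Ptprt, Gjc1 and Cacna2d1 do not place them beyond Fosb at −7.09 or Sox10 at −7.05. Besides Hoxa7, Hoxa3 and Trib3 (8.67), the largest rises were those of Ddr2 with 8.80 and AC164623.1 with 8.58. Over all tested genes the median absolute log2 fold change was 0.40, and it was at least 1 for 2717 genes (16.7%). Of the 9963 differing genes, 9327 were also past the threshold in the authors' deposited table, and all 9327 had the same direction there.

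Outside chromosome 1, 5 of 285 windows of 40 neighbouring genes with a mean of at least 50 normalized counts had a median as high as the lowest window of that chromosome (0.23). Chromosome 18 from 36744656 to 37840200 had a median log2 fold change of 0.83, chromosome 3 from 62337524 to 79603650 had 0.25, and chromosome 4 had 0.52 from 42969604 to 46034761, 0.47 from 46038935 to 55532466 and 0.39 from 56749680 to 63586357. No explanation was tested for these windows.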
